# Fine-Resolution Mapping of TF Binding and Chromatin Interactions

**DOI:** 10.1016/j.celrep.2018.02.052

**Published:** 2018-03-06

**Authors:** Jenia Gutin, Ronen Sadeh, Nitzan Bodenheimer, Daphna Joseph-Strauss, Avital Klein-Brill, Adi Alajem, Oren Ram, Nir Friedman

**Keywords:** Reb1, CTCF, ChIP-seq, chromatin, transcription factor, DNA-binding, promoter directionality, nucleosomes

## Abstract

Transcription factor (TF) binding to DNA is crucial for transcriptional regulation. There are multiple methods for mapping such binding. These methods balance between input requirements, spatial resolution, and compatibility with high-throughput automation. Here, we describe SLIM-ChIP (short-fragment-enriched, low-input, indexed MNase ChIP), which combines enzymatic fragmentation of chromatin and on-bead indexing to address these desiderata. SLIM-ChIP reproduces a high-resolution binding map of yeast Reb1 comparable with existing methods, yet with less input material and full compatibility with high-throughput procedures. We demonstrate the robustness and flexibility of SLIM-ChIP by probing additional factors in yeast and mouse. Finally, we show that SLIM-ChIP provides information on the chromatin landscape surrounding the bound transcription factor. We identify a class of Reb1 sites where the proximal −1 nucleosome tightly interacts with Reb1 and maintains unidirectional transcription. SLIM-ChIP is an attractive solution for mapping DNA binding proteins and charting the surrounding chromatin occupancy landscape at a single-cell level.

## Highlights

• SLIM-ChIP is a low-input, robust, high-resolution, automatable TF mapping protocol
• SLIM-ChIP is applicable to a range of TFs from yeast to mammals
• DNA fragments from SLIM-ChIP provide targeted footprinting at the bound site
• RSC-mediated Reb1-nucleosome interactions affect promoter directionality

## Introduction

Binding of transcription factors (TFs) to specific DNA sequences is fundamental for regulation of transcription and chromatin structure. Our understanding of transcription factor binding *in vivo* is based on mapping their occupancy along the genome, mainly by chromatin immunoprecipitation (ChIP) (Solomon et al., 1988). Coupling of ChIP to next-generation sequencing technology allows genome-wide mapping of transcription factors in a single experiment (Mikkelsen et al., 2007). Typical ChIP protocols involve cross-linking of proteins to DNA prior to DNA shearing by sonication, immunoprecipitation with an antibody against the transcription factor of interest, release of bound DNA, and next-generation sequencing compatible library preparation. Drawbacks of standard ChIP-sequencing (ChIP-seq) assays are the requirement for large amounts of sample material and the relatively low resolution (∼200–500 bp) due to the size of DNA fragments generated by chromatin sonication. Moreover, most ChIP assays are not readily compatible with high-throughput practices, which limits the number of samples that can be processed simultaneously.

In recent years, several improvements have been developed to overcome these limitations. The amount of initial material required can be dramatically reduced by ligation of barcoded adapters directly to chromatin fragments prior to isolation of DNA (van Galen et al., 2016, Lara-Astiaso et al., 2014). Barcoding allows pooling of many samples before library amplification by PCR. Dramatically increased resolution has been achieved by the ChIP-exo (Rhee and Pugh, 2011) and ORGANIC (Kasinathan et al., 2014) protocols. In ChIP-exo cross-linked chromatin is treated with exonuclease following the immunoprecipitation step to allow precise mapping of transcription factor-DNA cross-linking sites. In ORGANIC this is achieved by micrococcal nuclease (MNase) digestion of native chromatin. However, ChIP-exo and ORGANIC require a large number of cells (>10^9^ in the original protocols) and involve several additional biochemical and/or molecular steps compared to conventional ChIP-seq. One obstacle in adapting ChIP protocols to high-throughput workflow is chromatin shearing by sonication. This obstacle can potentially be bypassed by specialized sonicators (Garber et al., 2012), yet such instruments are not commonly available. Alternatively, post-lysis (Albert et al., 2007, Kasinathan et al., 2014, Liu et al., 2005, Skene and Henikoff, 2015, Tsankov et al., 2015, Weiner et al., 2015) or *in situ* (Zentner et al., 2015) enzymatic digestion (e.g., MNase) do not require specialized equipment. Despite significant advancements in transcription factor mapping, currently available protocols still suffer from at least one of the limitations mentioned above.

Here, we combine the benefits of on-beads barcoding and MNase digestion, developing small-fragment-enriched, low-input, indexed MNase ChIP (SLIM-ChIP) (Figure 1A). We use MNase digestion rather than sonication, which allows reproducible chromatin fragmentation in small volumes using only liquid handling steps. Additionally, because MNase has both endo- and exo-nuclease activity, MNase digestion generates DNA fragments which are nearly the size of the DNA protected by the transcription factor and as a result can potentially provide high-resolution mapping of transcription factor binding sites (Henikoff et al., 2011). Finally, we utilize on-bead chromatin indexing workflow (Lara-Astiaso et al., 2014) in which immobilized chromatin is indexed prior to cross-linking reversal. The ligation of DNA adapters to chromatin prior to DNA purification results in an increase in DNA fragment size, which allows purification of otherwise too short fragments by conventional and high-throughput-compatible methods. As we show, SLIM-ChIP provides a simple, robust, low-input, and high-resolution transcription factor mapping method compatible with automation.

**Figure 1:**
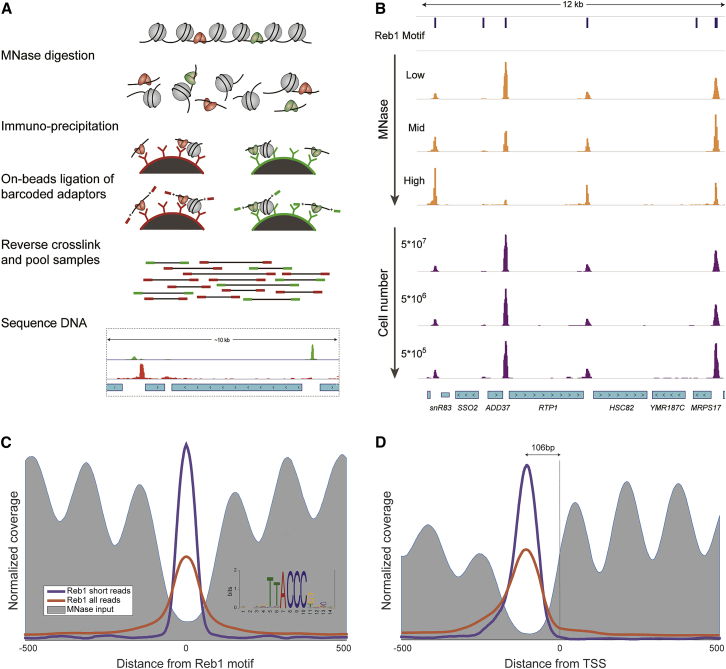
SLIM-ChIP Is Robust to MNase and Input Levels (A) Outline of the SLIM-ChIP method. MNase-digested cross-linked chromatin is barcoded on beads allowing for multiplexing and efficient capturing of small transcription factor-bound DNA fragments. (B) Genome browser view of Reb1 binding across range of MNase digestion (1X,9X,27X) and input material levels. The top track (Reb1 motif) marks consensus Reb1-binding motifs. (C and D) Reb1-binding peaks are depleted for nucleosomes (C) and positioned at a typical distance from the TSS (D). The MNase input track was adapted from Weiner et al. (2015). Fragments of less than 80 bp were considered short reads. The Reb1 logo was generated for peaks called using short-reads data. See also Figures S1 and S2.

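In the region of Figure 1B, taken here from 1000 bp before SNR83 to 1000 bp after MRPS17 (sacCer3, chromosome XIII, 625349 to 638004), the list of the low-MNase, high-input sample holds 4 peaks. All 4 are intergenic and each has the sequence TTACCCG, a form of the Reb1 motif, within 12 bp. The peak at 626111 lies between MIN3 and SNR83, 12 bp from the centre of a motif on the minus strand at 626096 to 626102. The peak at 628897 lies between ADD37 and RTP1, 128 bp upstream of the RTP1 start codon, and 9 bp from a motif on the plus strand at 628885 to 628891. The peak at 632096 lies between RTP1 and HSC82, 259 bp upstream of the HSC82 start codon, and 12 bp from a motif on the plus strand at 632105 to 632111. The peak at 637189 lies between the divergent genes MRPS17 and GCV2 and sits between 2 plus-strand motifs, at 637179 to 637185 and at 637195 to 637201, with 7 bp to the nearer centre. On the motif's strand, the sequences around the nearest motifs of the 4 peaks read CGTTGTCGTTACCCGCACGTTGT, AATCAAGGTTACCCGCAGTCTGC, GCATTTTATTACCCGCCTTTCTG and CAATCATGTTACCCGGTTGAATC, in the same order. The region holds 8 matches to TTACCC followed by G or T. The 5 intergenic matches all read TTACCCG and have a peak. The other 3 read TTACCCT, lie inside the ORFs of RTP1 (1 match, at 631552 to 631558) and HSC82 (2 matches, at 632960 to 632966 and 633892 to 633898), and are at least 541 bp from any peak.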

The SLIM-ChIP protocol starts with MNase digestion of chromatin (Figure 1A; Experimental Procedures). After stopping the MNase reaction by chelating calcium, the chromatin fragments are incubated with antibodies. The antibody-chromatin complexes are then immobilized to magnetic beads. These immobilized chromatin fragments are indexed by adaptor ligation using a slightly modified iChIP protocol (Lara-Astiaso et al., 2014, Sadeh et al., 2016). Subsequently, the chromatin fragments are reverse-crosslinked and DNA is purified. At this stage the samples can be pooled (from different starting cell populations, or from ChIP with various antibodies), as each sample is identified by a unique index sequence. The indexed DNA fragments are amplified by PCR. The resulting library is paired-end sequenced to reconstruct original fragments. These sequenced fragments are then de-multiplexed using read indexes.

## Results

### SLIM-ChIP Reconstructs Rules of REB1 Binding

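The Reb1 data analysed here are the peak list of 1 SLIM-ChIP sample, the one with the lowest MNase level (1X) and the highest input (50000000 cells). In SLIM-ChIP, chromatin from cross-linked cells is cut with micrococcal nuclease (MNase), fragments bound by the factor are immunoprecipitated, and sequencing adapters are ligated while the fragments are still on the beads. The authors mapped the paired-end reads to the sacCer3 genome with bowtie2, allowing fragments of up to 2000 bp, and called peaks with MACS 2.1.1. The peaks they used for comparison were called on short reads, that is, fragments of less than 80 bp. The list gives a chromosome and a base position for each peak, without a height, a width or a number of reads. The depth behind each peak is therefore unknown, peaks cannot be ranked, and a stricter threshold cannot be applied. It holds 1078 peaks, 1075 on the 16 nuclear chromosomes and 3 on the mitochondrial genome. The nuclear peaks amount to 8.91 per 100 kb, from 4.78 per 100 kb on chromosome I (11 peaks) to 10.6 per 100 kb on chromosome V (61 peaks). The median gap between neighbouring nuclear peaks was 7363 bp, and the smallest was 131 bp.

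Peak positions were placed on the R64 reference sequence, for which sacCer3 is the browser name, and on its annotation of 6021 protein-coding genes. The annotation gives each of these genes from its start codon to its stop codon, so distances to a gene start refer to the start codon and not to the TSS. With 1 list there is no replicate error. Each value was instead set against 1000 sets of random positions with the same number of positions on each chromosome, and shares are given with Wilson 95% confidence intervals, which cover counting error only. The Reb1 motif was taken from the logo of Figure 1C as TTACCC followed by G or T, on either strand, and a peak was called motif-containing when the centre of a match lay within 75 bp.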

As a test case, we performed SLIM-ChIP to map Reb1 binding in *Saccharomyces cerevisiae* (Figure 1B). Reb1 is an essential yeast DNA-binding protein whose binding is seen as a priming event for the binding of other DNA-binding proteins. In particular, Reb1 has been implicated in establishing chromatin organization by steric inhibition of nucleosomes and preventing inappropriate RNA polymerase II read-through at transcription termination sites (Angermayr et al., 2003, Colin et al., 2014). As such, it is considered a stably bound factor. Previous studies mapped several hundred Reb1-binding locations across the yeast genome, residing primarily in nucleosome-depleted regions (NDRs) upstream of transcription start sites and downstream of transcription termination sites (Kasinathan et al., 2014, Rhee and Pugh, 2011).

We asked whether the Reb1 peaks we recover by SLIM-ChIP recapitulate known hallmarks of Reb1 binding preferences. 

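Windows of 51 bp centred on the 1078 peaks were compared with windows of the same width centred 300 bp to either side, counting every 7-mer on both strands. The 7-mer with the largest excess was TTACCCG (CGGGTAA on the other strand). It occurred in 491 peak windows (45.5%) and in 4 of 2129 flanking windows (0.188%), a 194-fold enrichment with a 95% confidence interval from 80.7 to 467 (1 window was added to each count). The next 4 in rank overlapped it or varied its last base. GTTACCC occurred in 27.8% of peak windows and 0.611% of flanking windows. ATTACCC occurred in 26.9% and 0.517%, TACCCGG in 22.2% and 0.235%, and TTACCCT in 20.8% and 1.17%. Counting 6-mers instead moved the enrichment most. The top 6-mer, TTACCC, was in 70.0% of peak windows and was enriched 30.5-fold. With random intergenic windows as the background TTACCCG stayed at the top and its enrichment was 44.3-fold.

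TTACCC followed by G or T lay within 75 bp of 715 of the 1078 peaks (66.3%, 95% confidence interval 63.5 to 69.1). Random positions had a match in a median of 2.50% of cases, with a range from 1.30% to 3.99% over the 1000 sets. Where the match was restricted to TTACCCG, the share was 46.3%. At the nearest motif of the 715 peaks, the base after TTACCC was G in 69.1% and T in 30.9%. The base just before the motif was A in 36.6%, G in 36.2% and T in 8.95% of these sites, and the base just after its 7 bases was G in 38.7% and A in 27.1%. The authors made this search with MEME-ChIP. The paper states that the motif recovered is the consensus reported earlier for Reb1.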

First, we searched for sequence motifs enriched at SLIM-ChIP Reb1 peak centers (Experimental Procedures) recovering the consensus sequence motif (Figure 1C) that has been previously reported for Reb1 both *in vivo* and *in vitro* (Kasinathan et al., 2014, Liaw and Brandl, 1994, Rhee and Pugh, 2011). Second, because Reb1 is known to localize to NDRs *in vivo*, we aligned Reb1 peaks and compared them to MNase input signal. Consistent with prior studies, we find that Reb1 peaks are highly enriched in NDRs. Limiting our analysis to shorter fragments, which closely delimit binding locations, further highlights this pattern (Figures 1C, S2A, and S2B). Third, Reb1 binds upstream of transcription start sites (TSSs). 

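Of the 1078 peaks, 673 (62.4%) lay within 256 bp of the nearest start of a protein-coding gene, the limit that the paper applies to TSSs. Random positions reached that limit in a median of 23.8% of cases, with a range from 19.7% to 27.6% over the 1000 sets. Of the 673 peaks, 649 were upstream of the gene start and 24 were at or downstream of it. The upstream share was 96.4% (95% confidence interval 94.7 to 97.6), against a median of 47.4% and a range from 38.2% to 57.9% for random positions under the same limit. Positions just downstream of a start codon are inside an ORF, so this share goes with the share of peaks outside ORFs. With both peaks and random positions restricted to intergenic sequence, an alternative chosen after the data were seen, 643 of 645 peaks within 256 bp (99.7%) were upstream, inside the random range from 97.2% to 100% (median 99.0%). In that comparison, 63.3% of 1019 intergenic nuclear peaks were within 256 bp of a gene start, against a median of 41.0% and at most 45.5% of random intergenic positions. A limit of 1000 bp gave an upstream share of 93.3% over 966 peaks. Among the 456 motif-containing peaks within 256 bp, 96.7% were upstream.

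Intergenic nuclear peaks were also sorted by the direction of the ORFs on either side. Of 1019 such peaks, 437 (42.9%, 95% confidence interval 39.9 to 45.9) lay between divergent genes, against a median of 32.7% and at most 38.0% for random intergenic positions. Another 489 (48.0%) lay between genes in the same direction, where random positions had a median of 50.2% and a range from 45.2% to 56.3%. Only 40 (3.93%, 95% confidence interval 2.90 to 5.30) lay between convergent genes, where random intergenic positions had a median of 16.0% and at least 12.3%. The remaining 53 lay beyond the outermost ORF of a chromosome. Drawing the random intergenic positions only from within 75 bp of a motif, an alternative chosen after the data were seen, moved the median to 39.9% for divergent and to 6.58% for convergent regions, with ranges from 35.6% to 46.2% and from 3.93% to 9.32%. The observed divergent share was inside its range, and the observed convergent share equalled the lowest of the 1000 sets. The paper states that Reb1 binds upstream of TSSs, the third hallmark of Reb1 that it looked for in the SLIM-ChIP peaks.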

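Distances were summarised over the 673 of 1078 peaks within 256 bp of a start codon, a limit that leaves out 405 more distant peaks. The median position of the 673 peaks was -149 bp (95% confidence interval -155 to -145, negative values upstream), with quartiles at -180 and -124 bp. Random positions under the same limit had a median of 12 bp, and the medians of the 1000 sets ran from -33.5 to 56.5 bp. The 649 upstream peaks lay a median of 151 bp from the start codon. The fullest 25-bp bin, from -150 to -126 bp, held 166 peaks, against a mean of 11.6 random positions. Intergenic random positions, an alternative chosen after the data were seen, were closer to these values. The 645 intergenic peaks within the limit had a median of -151 bp, and intergenic random positions had a median of -113.5 bp with a range from -129 to -96 bp. The fullest bin held 166 intergenic peaks, against a median of 41 and at most 58 random intergenic positions. Under a wider limit of 1000 bp the median moved to -166 bp. These distances are measured from start codons, since TSS positions were not used here, and so include the 5′ untranslated region that the distance to the TSS leaves out.

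**Figure D1:**
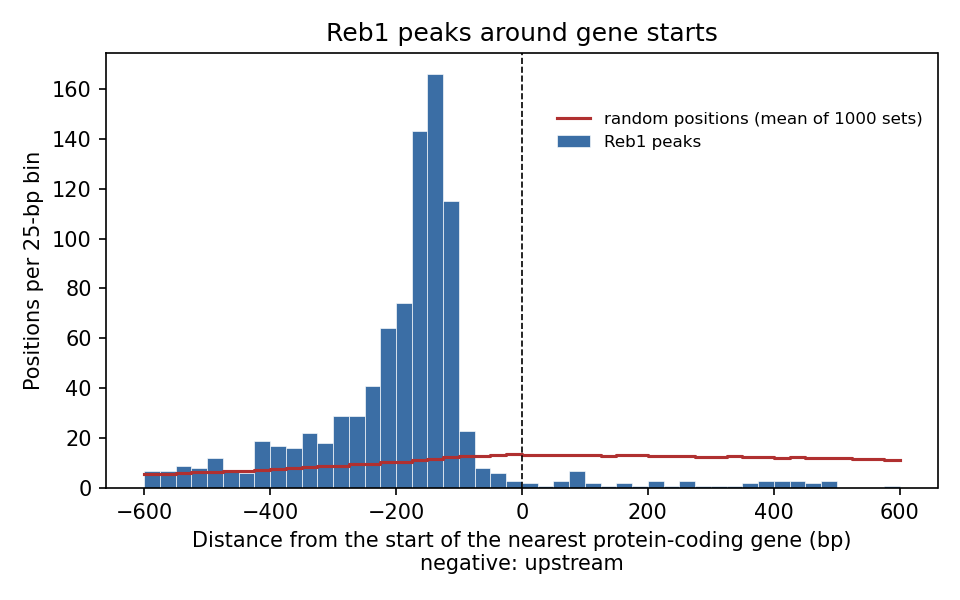
Number of Reb1 peaks of the low-MNase, high-input sample per 25-bp bin of distance from the start codon of the nearest protein-coding gene (bars, negative values upstream), with the mean number over 1000 sets of random positions (line). The fullest bin lies upstream of the start codon, with 166 in the bin from -150 to -126 bp, where random positions over whole chromosomes average 11.6.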

Aligning promoters according to TSS shows that Reb1 peaks have a specific distance preference upstream of the TSS (Figures 1D and S2C).

### SLIM-ChIP Robustly Detects Transcription Factor Binding Events

To test the robustness of SLIM-ChIP we applied it to chromatin from mid-log growing yeast cells digested with different concentrations of MNase (Figure 1B). The degree of MNase digestion may affect the size distribution of the chromatin fragments. Moreover, some regions are more susceptible to digestion than others and thus might be differentially represented at various digestion levels (Henikoff et al., 2011, Weiner et al., 2010). Overall, we find that the genomic loci bound by Reb1 are robustly captured across a range of different MNase levels (Figures 1B, S1A, and S1B), although there was some variability in local occupancy at Reb1-binding regions reflecting local susceptibility to MNase digestion (Figure 1B). This concern can be circumvented by combining chromatin preparations digested to different degrees.

### SLIM-ChIP Is Compatible with Low Input

In many ChIP experiments, the amount of biological material needed to achieve a reliable signal can be a limiting factor. Titrating the number of input cells in Reb1 SLIM-ChIP over two orders of magnitude (5 × 10^7^ to 5 × 10^5^ cells) does not alter the signal (Figures 1B and S1C). This dramatic reduction in the amount of input cells enables the entire procedure, including cells growth and treatment, to be carried out in a standard 96-well plate. Therefore, SLIM-ChIP facilitates mapping of transcription factors in systematic high-throughput studies across many mutant backgrounds or growth conditions. Alternatively, the reduced amount of input enables using this method on rare subpopulations of cells such as those obtained by biopsies or fluorescence-activated cell sorting (FACS) from larger heterogeneous cell populations.

### SLIM-ChIP Reconstructs the Reb1 Binding Map

ChIP of Reb1 has been used previously as a benchmark for several methods studying transcription factor binding. As such, it enables detailed comparison of multiple methods in the same biological system. Here, we compare SLIM-ChIP with two recent methods: ChIP-exo, in which exonuclease digestion of DNA up to the cross-linked nucleotide provides state-of-the-art spatial resolution (Rhee and Pugh, 2011), and ORGANIC, a method that uses MNase digestion in combination with immunoprecipitation of native chromatin (without cross-linking) (Kasinathan et al., 2014). In both cases, we compared our data to the list of predicted binding peaks, as defined by the respective authors, as well as to the raw coverage counts.

Examining the peaks identified by the three methods along the genome, we observe strong general agreement (Figure 2A as a representative region). 

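In the region of Figure 2A, taken here from 1000 bp before YGR130C to 1000 bp after RPL24B (sacCer3, chromosome VII, 750394 to 788779), the SLIM-ChIP list holds 9 peaks. All 9 are intergenic, and 6 of them have TTACCC followed by G or T within 75 bp. The motif-containing peaks are at 756614 (between PHB1 and PEX4, 16 bp from the centre of the motif), 757519 (between PEX4 and CAF130, 2 bp), 761232 (160 bp upstream of PRE9, 6 bp), 770417 (152 bp upstream of VPS62, 6 bp), 781604 (between THI4 and ENP2, 163 bp upstream of ENP2, 13 bp) and 787100 (between NAT2 and RPL24B, 180 bp upstream of NAT2, 0 bp). Their motifs read TTACCCG except that of the peak upstream of PRE9, which reads TTACCCT. The peaks without such a motif are at 754074 (between YGR130C and FHN1), 756843 (between PHB1 and PEX4, 53 bp upstream of PEX4) and 767345 (84 bp upstream of CBF2). Their best matches to a position weight matrix made from the motif-containing peaks were CGCTACCCGGC, CATAACCCGGC and CGTTACCCCAC, with scores that 1.27%, 1.36% and 1.36% of the windows 300 bp from peaks reached. The peaks at 756614 and 756843 are 229 bp apart in the same divergent promoter. The region holds 10 matches to the motif, of which 6 have a peak. The 4 without a peak comprise 2 inside ORFs, in SYF2 and VPS62, and 2 intergenic ones that read TTACCCT. The ChIP-exo and ORGANIC peak lists were not analysed here.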

Systematically comparing peak locations (Figure 2B; Experimental Procedures) reveals a large number of core peaks (743) detected by all three methods. These core peaks are enriched in intergenic regions (Figure 2C), contain Reb1 motif (Figure S3A), are nucleosome-depleted (Figure S3B), and have high sequence coverage in all three methods (Figures 2D–2F).

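The SLIM-ChIP list that entered this comparison holds 1078 peaks. The paper treated peaks of different lists as identical when their centres were less than 64 bp apart. Within the SLIM-ChIP list, the smallest gap between neighbouring nuclear peaks was 131 bp, so merging positions closer than 64 bp left the number at 1078. Because this gap exceeds 128 bp, no peak of another list can lie within 64 bp of 2 SLIM-ChIP peaks. Pairs of neighbouring intergenic peaks within 200 bp numbered 10, against a median of 51 and a range from 32 to 76 over 1000 sets of random intergenic positions. Most of this shortage lies in gaps under 131 bp, which the list lacks. Counting only gaps from 131 to 200 bp, random sets had a median of 15 pairs and a range from 4 to 29. Whether a minimum distance between listed positions produced the shortage cannot be told from the list. Which of the 1078 peaks are shared with the other methods was not analysed here.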

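The intergenic preference and the motif content were computed over all 1078 SLIM-ChIP peaks, of which the core peaks are a part that was not separated here. Of these peaks, 57 (5.29%, 95% confidence interval 4.10 to 6.79) had their position inside a protein-coding ORF, counting introns, and 1021 (94.7%) lay outside. Random positions fell inside ORFs in a median of 72.7% of cases, with a range from 67.5% to 77.1% over the 1000 sets. Random positions drawn from within 75 bp of a motif did so in a median of 44.5% of cases (range 39.2% to 49.4%). No difference between peaks with and without a motif was detected, with 40 of 715 (5.59%) and 17 of 363 (4.68%) inside ORFs (two-sided Fisher's exact test on the peaks of this list, p = 0.568).

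The nuclear genome holds 1226 intergenic matches to TTACCC followed by G or T, of which 765 (62.4%, 95% confidence interval 59.7 to 65.1) had a peak within 75 bp. Of 891 matches inside ORFs, 43 (4.83%, 95% confidence interval 3.60 to 6.44) had one (odds ratio 32.7, two-sided Fisher's exact test, p = 1.11e-185, which describes the sites of this list and not replicate samples). For TTACCCG the shares were 82.9% of 584 intergenic sites and 13.5% of 207 sites in ORFs. For TTACCCT they were 43.8% of 642 and 2.19% of 684. For the longer TTACCCGG they were 92.2% of 217 and 52.9% of 17. The paper describes the core peaks as enriched in intergenic regions and as containing the Reb1 motif.

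**Figure D2:**
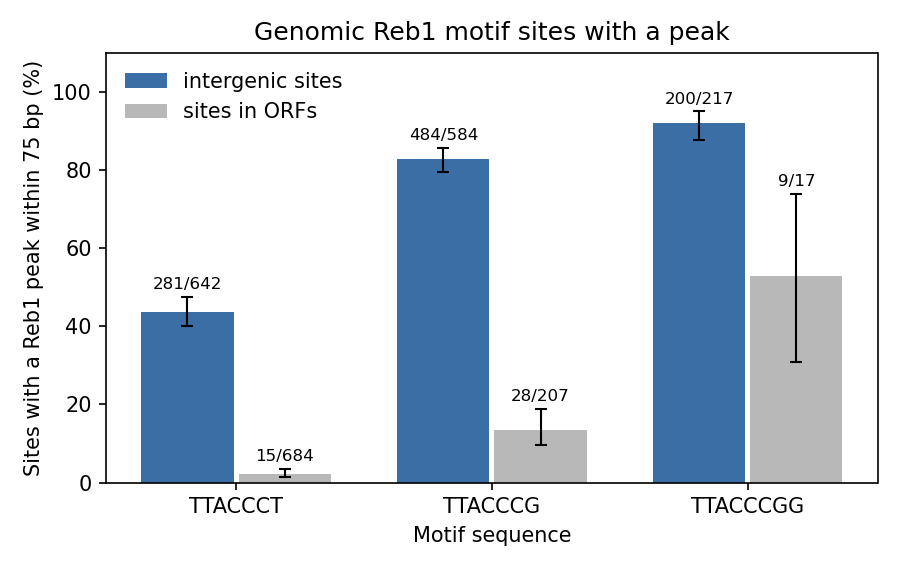
Share of motif sites in the nuclear genome with a Reb1 peak within 75 bp, by motif sequence, for intergenic sites (blue) and sites inside ORFs (grey). TTACCCGG sites are also counted among the TTACCCG sites, bars show percent, error bars show Wilson 95% confidence intervals, and the fractions give sites with a peak over all sites. The share is higher for intergenic than for ORF sites for each sequence, from 43.8% against 2.19% for TTACCCT to 92.2% against 52.9% for TTACCCGG.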

**Figure 2:**
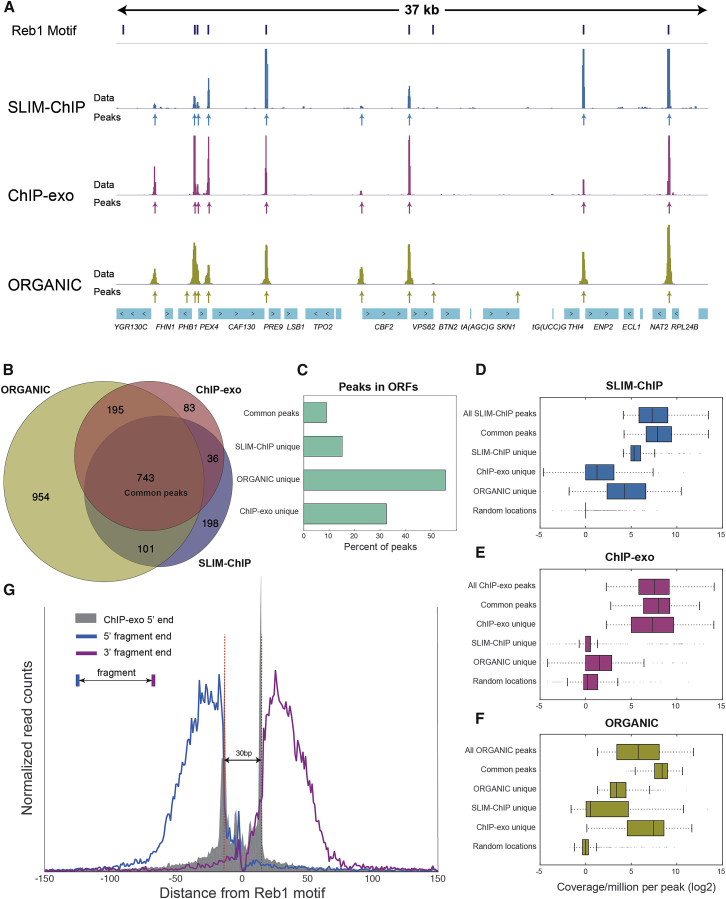
SLIM-ChIP Precisely Reconstructs the Reb1 Genome-wide Binding Profile (A) Genome browser view of the Reb1-binding signal generated by SLIM-ChIP, ChIP-exo (Rhee and Pugh, 2011), and ORGANIC (Kasinathan et al., 2014). The data track shows coverage along the genome, and the peak tracks (arrows) show peak locations as provided by the respective authors. (B) Venn diagram view of the overlap between Reb1 peaks as determined by the different methods. See also Figure S3. (C) For selected groups in (B), the percentage of peaks with a center within an ORF. (D–F) Boxplots showing the distribution of the normalized read coverage per peak in different peak groups for SLIM-ChIP (D), ChIP-exo (E), and ORGANIC (F). For each of the reported peaks, we calculated the sum of read coverage within the peak (±75 bp from peak summit). As a background, 500 random genomic locations were sampled. (G) Reb1 protects ∼30 bp around its core motif. All motif-containing peaks were oriented in the same direction relative to their Reb1 motif. The 5′ (blue) and 3′ (purple) ends of the reads were stacked to show the distinct protection pattern in the 30 bp around the motif.

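The number of motif-containing peaks depends on how the motif is defined. With TTACCC followed by G or T within 75 bp, 715 of the 1078 peaks contained a motif, 650 of them exactly 1 and 65 more than 1. The peak positions were close to the motif. The median distance between the peak and the centre of its nearest motif was 7 bp, with quartiles at 3 and 11 bp, while random positions with a motif in the same window had a median of 36.8 bp (range 16 to 60 bp over the 1000 sets). The motif centre was within 10 bp for 532 peaks (74.4%) and within 15 bp for 659 peaks (92.2%), and only 5 peaks had their nearest motif more than 25 bp away. With every motif turned to read TTACCC, 360 peaks lay on its 5′ side, 328 on its 3′ side and 27 at its centre, and the median was -1 bp. Read ends, which Figure 2G shows, were not analysed here.

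**Figure D3:**
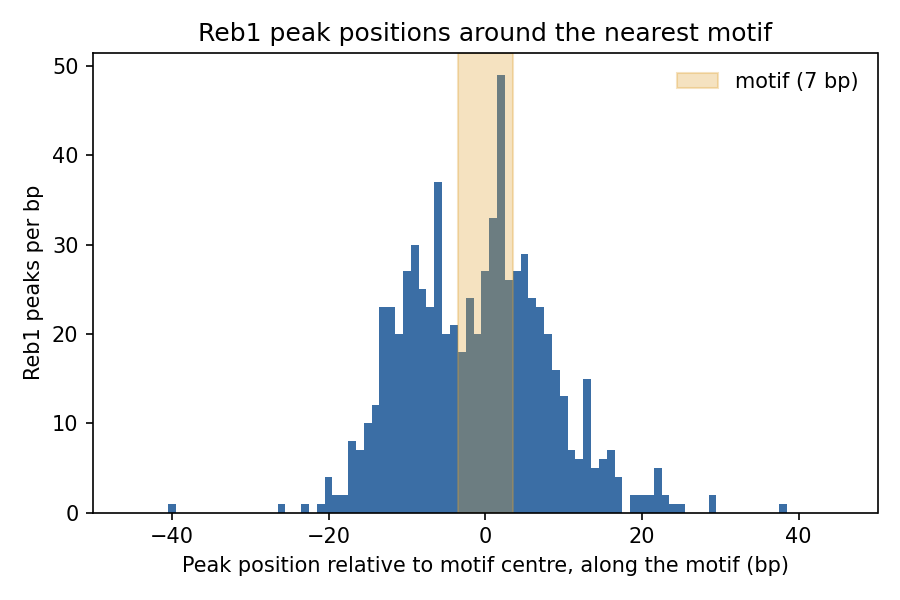
Positions of the motif-containing Reb1 peaks relative to the centre of the nearest motif, counted per base pair, with all motifs turned to read TTACCC from left to right (negative values on the 5′ side). The shaded band marks the 7 bases of the motif, and 659 of the 715 peaks lie within 15 bp of its centre.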

One exception is a large group of peaks (954) that are unique to ORGANIC. These peaks are different than the core peaks in three main aspects. First, more than 50% of ORGANIC-unique peaks are located within open reading frames (ORFs) compared to ∼10% of core peaks (Figure 2C), Second, they reside in nucleosome-occupied locations (Figure S3B). Third, ORGANIC-unique peaks have significantly lower coverage (an average normalized coverage of 13 versus 286 reads per peak; Figure 2F). However, ORGANIC-unique peaks are enriched with Reb1 motif (Figure S3A). These observations are consistent with technical issues such as binding of soluble Reb1 to cryptic loci containing a Reb1 motif during the native ChIP procedure (which does not include a cross-linking step); alternatively, it is possible that higher sequencing depth captures peaks representing rare subpopulations of cells in which Reb1 is bound in a region that is only transiently accessible to it.

Together, these observations demonstrate that all three methods identify a large set of core peaks, which most likely represent sites that are highly occupied by Reb1 in a mid-log yeast population. We do observe additional peaks outside this core set. These peaks tend to have lower read coverage and thus may correspond to weaker or variable binding of Reb1 or alternatively can be due to technical biases and noise (Teytelman et al., 2013).

### SLIM-ChIP Resolution Is Comparable with ChIP-Exo

Our current understanding is that MNase has preference to endonucleolytically cleave protein-free DNA and further digest the cleaved fragments until it encounters shielded DNA or a formaldehyde cross-linking point. Thus, we reasoned that many of our ChIP fragments should end at such sites. Indeed, when plotting the location of fragment ends flanking the Reb1 peaks, we see sharp boundaries in a 30-bp window around the motif (Figure 2G). These boundaries match the exo-nuclease fragment ends reported by ChIP-exo (Figure 2G, gray outline). Interestingly, in ChIP-exo, all fragments are digested up to the cross-linking points, while in SLIM-ChIP, fragments ends are determined by the protection of protein-bound DNA and cross-linked residues from MNase digestion. We find this information highly useful for probing the transcription factor’s local chromatin architecture beyond the cross-linking point, which does not exactly reflect the local protection pattern (see below).

### Profiling Additional Yeast Transcription Factors

Having validated our method for Reb1, we next applied SLIM-ChIP to probe the binding pattern of Rap1 and Abf1, two additional well-studied yeast transcriptional regulators. As observed for Reb1, the binding patterns of Abf1 and Rap1 recover the expected landscape, with pronounced peaks (Figure 3A). Motif search for these peaks recovers the known binding preferences of both factors (Harbison et al., 2004). Consistent with previous reports, we observe Abf1 binding in NDRs upstream of genes, where it plays a role similar to that of Reb1. Similarly, we observe Rap1 binding in promoters of ribosomal genes, which have wider NDRs. Both transcription factors have little overlap with MNase nucleosome mapping (Figures S3C and S3D).

**Figure 3:**
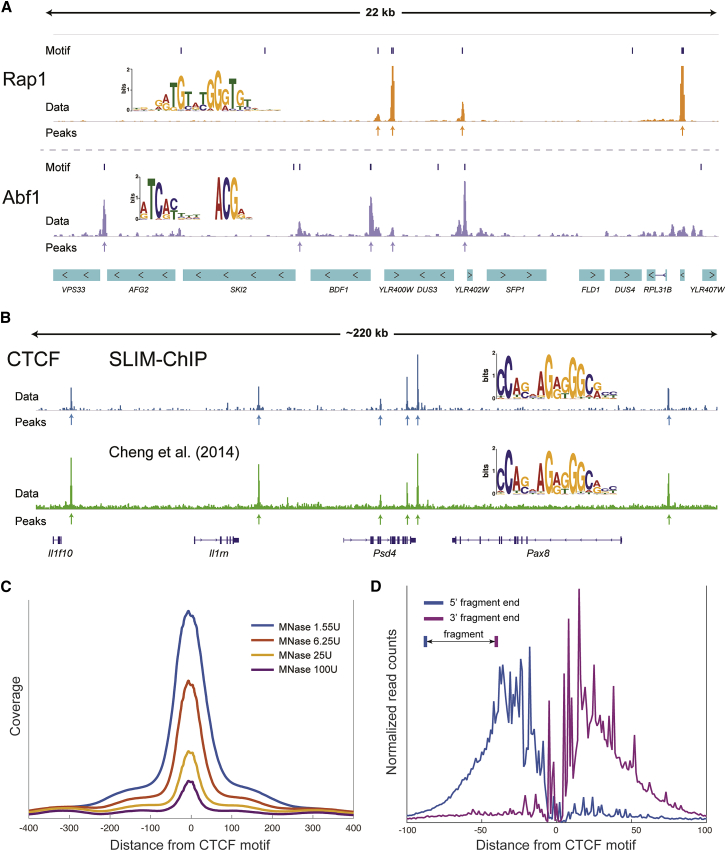
Profiling of Additional Yeast Transcription Factors and CTCF from mESCs by SLIM-ChIP (A) Genome browser view of Abf1 and Rap1 binding. For each of the factors, a motif logo was generated from called peaks locations. See also Figure S3. (B) Genome browser view comparing the CTCF-binding profile for SLIM-ChIP and Cheng et al. (2014). The motif logo for Cheng et al. was generated according to the peaks called in the original manuscript. (C) The un-normalized coverage of CTCF ChIP signal around CTCF peaks is shown. (D) The protection landscape around CTCF-binding peaks (as in Figure 2G).

### SLIM-ChIP Is Compatible with Mammalian Cells

Our method should in principle be readily applicable to a wide range of organisms. As a concrete example, we used it to map the binding of CTCF, a key chromatin organizer, in mouse embryonic stem cells (ESCs). The resulting binding map recapitulates earlier mapping of CTCF in the same cells (Figure 3B). Again, we examined the robustness to MNase concentration spanning a 64-fold difference. As expected, higher levels of MNase digestion resulted in tighter peaks around binding locations and lower number of reads, as MNase digests more of the protected DNA (Figure 3C).

The MNase digestion pattern around CTCF peaks uncovers a complex protection pattern, which is compatible with multiple zinc-finger DNA-binding domains in CTCF (Nakahashi et al., 2013) (Figure 3D). This pattern is the result of the protection provided by CTCF, preferred cross-linking sites, and MNase digestion preference. While further analysis may shed light on specific features of CTCF binding to DNA, it is clear that fragment ends tightly cluster around the CTCF binding consensus, attesting to the high resolution provided by SLIM-ChIP.

### Fragment Length Reports on Transcription Factor-Nucleosome Interactions

An important challenge in the chromatin field is the reconstruction of the binding configurations of chromatin factors and their interactions (e.g., whether two factors compete for mutually exclusive binding or co-bind together). This problem can be tackled by methods for DNA accessibility footprinting (Buenrostro et al., 2013, Henikoff et al., 2011, Kent et al., 2011, Vierstra et al., 2014); however, the interpretation of co-occurrence from such data are indirect and requires prior knowledge of the factors’ binding patterns. Combinatorial ChIP, where two or more factors are sequentially immunoprecipitated (Sadeh et al., 2016, Weiner et al., 2016), provides direct evidence of the interaction; however, it can be experimentally challenging and detects only predetermined pairs of interactions. Another strategy focused specifically on the interactions of a factor with nucleosomes by performing ChIP pull-down for the factor and then purifying and sequencing only the mononucleosome-sized DNA fragments (Koerber et al., 2009). This strategy detects interaction of nucleosome-bound factors. However, since it focuses on a fixed range of fragment lengths and does not compare to the distribution of shorter and longer fractions, it only collects partial information about the configuration of the co-binding patterns of the factor and the nucleosome.

We reasoned that SLIM-ChIP provides an alternative approach to focus on interactions of a target transcription factor. SLIM-ChIP captures DNA fragments enriched for the bound transcription factor. The boundaries of these fragments are largely determined by the protection pattern of the DNA as in MNase footprinting (Henikoff et al., 2011, Kent et al., 2011). Thus SLIM-ChIP provides a targeted footprinting approach. We therefore surmised that this type of information can reveal the binding and interaction landscape around transcription factor binding sites at a single-cell resolution.

We first analyzed fragment size distribution around Reb1 peaks oriented according to the TSS of the closest gene (Figure 4A). As expected, most fragments are short and centered around Reb1 motif. However, we also detect a significant subpopulation of 160- to 220-bp fragments, compatible with Reb1 interacting (co-bound) with a single nucleosome. These long fragments are asymmetrically distributed in relation to the TSS, suggesting that a subpopulation of Reb1 might preferentially interact with the −1 nucleosome (Figure 4A). These long fragments are relatively insensitive to MNase levels (Figure S4A), suggesting that they likely represent a stable interaction of Reb1 with the −1 nucleosome at a subpopulation of Reb1-bound promoters. This is in agreement with previous results (Koerber et al., 2009). We also detect mid range fragments (∼150 bp) that are centered on Reb1 sites; however, these fragments almost completely disappear at high MNase levels (Figure S4A), suggesting that they likely represent long relatively unprotected DNA surrounding Reb1 sites.

**Figure 4:**
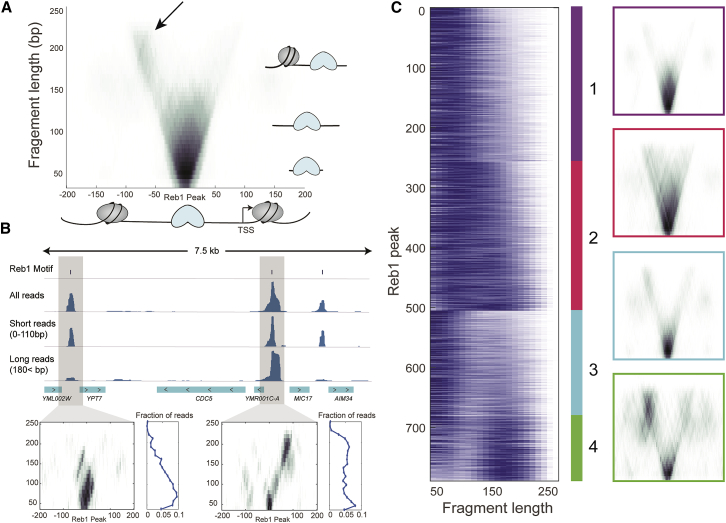
Reb1-Nucleosome Interactions at Bound Promoters (A) Average V-plot of Reb1-enriched fragments aligned according to the nearest TSS. Each fragment is mapped to the x = middle of fragment, y = fragment length; darker areas indicate higher fragment density. Arrow points to fragments of length ∼200 that cover the Reb1 site and a nucleosome-sized region, specifically the −1 nucleosome location. (B) Example of two individual peaks with strikingly different V-plot (below) and the corresponding profile of fragment lengths. The peak on the right shows protection of intermediate length (< 100 bp) fragments, while the peak on the left shows two patterns, one very short (∼50 bp) and the other long (∼200 bp). (C) Clustering of ∼800 strong Reb1 peaks according to their fragment length profiles. We find four large clusters with different V-plots (as in A). Clusters 1–2 show protection of the Reb1-centered area. Clusters 3–4 show also protection of a flanking nucleosome. Cluster 4 shows clear preference to the −1 nucleosome. The cluster 4 pattern suggests that Reb1 interacts with the −1 nucleosome, and thus we observe protection of the long fragment covering both. See also Figure S4.

### Reb1 Footprint Defines Promoter Subtypes

We next examined the fragment length distribution at the level of single Reb1-binding sites (Figure 4B). Clearly, some binding sites are highly enriched for long fragments (Figure 4B, right gray box), while others are depleted (Figure 4B, left gray box). This suggests that promoters exist in several Reb1-related configurations based on their interaction with the proximal −1 nucleosome. To further explore the possible configurations, we clustered Reb1 sites based on their fragment lengths profile. Since the coverage at each site is relatively sparse, we represented each site as fragment length histogram (Figure 4B, bottom panels) and used K-means clustering to identify four clusters of Reb1 binding sites (Figure 4C). Cluster 1 and 2 likely represent isolated Reb1 binding. Cluster 1 is mostly composed of short fragments, while cluster 2 consists of a symmetric (relative to the TSS) continuum of fragment lengths that is sensitive to MNase levels (Figure S4B).

Binding sites at clusters 3 and 4 are characterized by bimodal distribution of fragment lengths in which the long fragments likely represent an interaction of Reb1 with a proximal nucleosome. This is more apparent in cluster 4, which is heavily skewed toward long fragments (nucleosome interaction) and insensitive to MNase levels (Figure S4B). To further verify that the long fragments in cluster 4 represent Reb1-nucleosome interactions, we performed SLIM-ChIP with a general H3 antibody and generated V-plots mapping H3 binding around Reb1 sites at each cluster (Figure S4C). Indeed, part of the reads overlapping the −1 nucleosome in cluster 4 (but not in clusters 1 and 2) are shifted toward the Reb1-binding site and tend to be of longer length than −1 nucleosomes in clusters 1 and 2. Altogether, our results support the notion that longer fragments in cluster 4 represent tight interaction between Reb1 and the proximal −1 nucleosome.

### Reb1-Interacting Nucleosomes Are Resistant to Remodeling by RSC

Reb1 promotes NDR formation partially by recruiting the essential RSC chromatin remodeling complex, which can evict or slide nucleosomes away from Reb1-binding sites (Hartley and Madhani, 2009, Krietenstein et al., 2016). We used an auxin degradation system (Morawska and Ulrich, 2013, Nishimura et al., 2009) to inducibly knock down Sth1, the catalytic subunit of RSC. MNase-seq following Sth1 depletion shows an expected movement of the Reb1-adjacent nucleosomes toward Reb1 (Figure S5A), consistent with the role of RSC in generating functional NDRs. We next examined the effect of depletion of Sth1 on nucleosomes from clusters 1 and 4. As expected, the +1 and −1 nucleosomes from cluster 1 move toward Reb1 upon Sth1 depletion (Figure 5A). In contrast, cluster 4 nucleosomes behave asymmetrically such that the +1 TSS-proximal nucleosome moves toward Reb1 while the Reb1-interacting nucleosome (−1) is much less affected (Figure 5A). This suggests that RSC is recruited to cluster 4 sites, and yet Reb1-interacting nucleosomes are unaffected by RSC activity. To test the hypothesis that remodeling by RSC prevents Reb1-nucleosome interactions, we performed SLIM-ChIP for Reb1 following depletion of Sth1. Indeed, we detect an increased proportion of long DNA fragments (Reb1 + nucleosome) around Reb1 sites upon Sth1 depletion in cluster 1, but not in cluster 4 (Figure S5B). This was specific for RSC, as depletion of other remodelers did not result in a similar effect.

**Figure 5:**
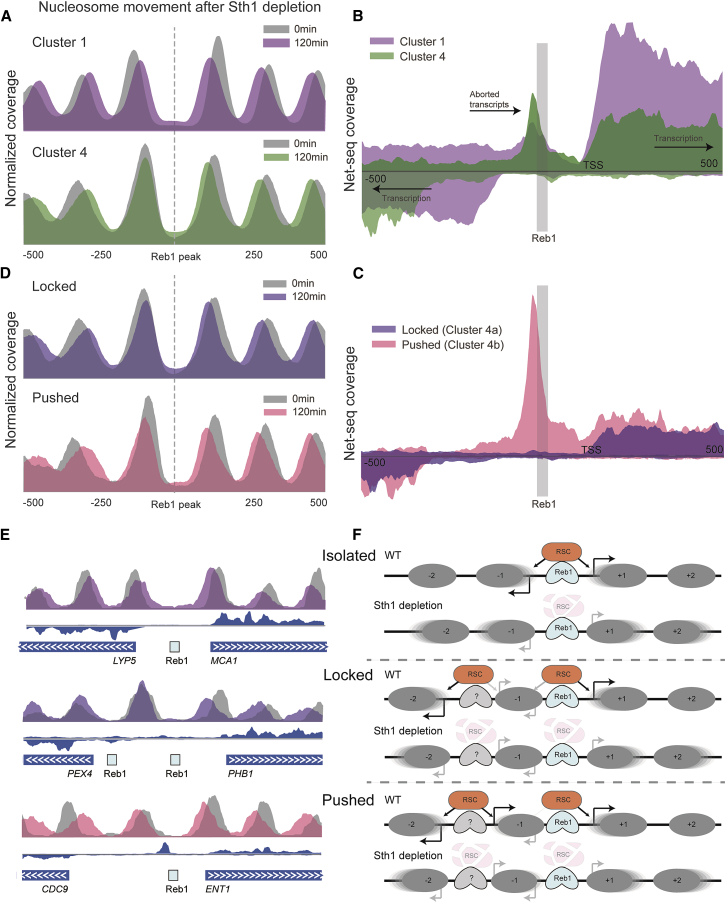
Two Mechanisms for Reb1-Nucleosome Interactions Establish Promoter Unidirectionality (A) We used auxin-induced degradation to examine how promoter organization changes following depletion of Sth1 (the catalytic unit of the RSC complex). Showing average nucleosome occupancy before auxin addition (Sth1 is intact) and 120 min after addition (Sth1 is depleted for >90 min). Cluster 1 promoters exhibit the expected shift of nucleosomes −1 and +1 into the nucleosome-depleted region. Cluster 4 promoters show stable nucleosome −1, which is consistent with its co-occurrence with the bound Reb1 as suggested by the V-plot. (B) Average transcribing Pol II occupancy (NET-seq) for clusters 1 and 4 aligned by the Reb1 site and oriented according to the nearest TSS. Top: transcription in the orientation of the TSS. Bottom: anti-sense transcription to the TSS. Both clusters show transcription start at the downstream TSS, but differ in the distance to anti-sense TSS. Cluster 4 also shows aborted short upstream transcripts terminating at the Reb1 site. (C) Similar to (B) for two subclusters of cluster 4 divided according to presence of aborted upstream transcript (Figure S5D). (D) Similar to (A) for the two subclusters, showing that the −1 nucleosome in the first subcluster is insensitive to RSC (locked), and in the other subcluster, the −1 is pushed toward Reb1 site by RSC. (E) Examples of three sites belonging to cluster 1 (isolated), cluster 4a (locked), and cluster 4b (pushed), showing nucleosomes as in (A) and (D) and transcription as in (B) and (C). (F) Schematic model of how Reb1 binding and RSC activity affect transcription in different promoter architectures. See also Figure S5.

### Reb1-Nucleosome Interactions Affect Transcriptional Initiation

Reb1 is known to activate transcription (Brandl and Struhl, 1990, Kulkens et al., 1992), likely by establishing NDRs through DNA binding and subsequent recruitment of the RSC complex. We wondered whether stable Reb1-nucleosome interaction have functional consequences in terms of transcriptional activation and termination. We tested the profile of transcribing RNA polymerase II (Pol II) (NET-seq; Churchman and Weissman, 2011) around Reb1-binding sites (Figure S5C). Overall, transcription initiates bidirectionally around Reb1, albeit with higher signal in the direction of the nearest annotated TSS. This is in agreement with the bidirectional nature of promoters (Jin et al., 2017). We next focused on Reb1 binding sites in clusters 1 and 4 (Figure 5B). In cluster 1, transcription is again bidirectional such that it initiates symmetrically from both sides of Reb1 regardless of the location of the nearest annotated TSS (Figure 5B). This is in striking contrast to cluster 4, where we observe unidirectional transcription initiation almost exclusively from the nearest annotated TSS. It is likely that the inability of RSC to remodel the −1 nucleosome in cluster 4 is incompatible with transcription initiation. However, we do observe transcription initiation further upstream of the −1 nucleosome (−350 to the Reb1-binding site) due to an additional upstream NDR.

### Two Mechanisms for Establishing Promoter Unidirectionality at Cluster 4 Sites

NET-seq patterns also reveal pronounced short aborted transcripts immediately adjacent to Reb1 at Cluster 4 sites (Figure 5B, arrow). Examining the patterns of transcription in the vicinity of cluster 4 sites, we observe two subpopulations, distinguished by presence of these aborted transcripts (Figures S5D and 5C). This suggests two separate local chromatin organizations around cluster 4 sites. Specifically, we hypothesize that chromatin organization in cluster 4a sites is incompatible with upstream transcriptional initiation, while organization in cluster 4b sites is compatible with such initiation.

The intimate connection between Reb1 NDR formation and transcription hinted that these differences in chromatin organization might affect the potential for RSC activity. Indeed, we observe that −1 nucleosomes in cluster 4a sites are locked in place and insensitive to Sth1 depletion. In contrast, −1 nucleosomes in cluster 4b sites slide away from Reb1 upon Sth1 depletion, suggesting that normally they are pushed against Reb1 by RSC (Figure 5D). Thus, cluster 4a sites have a nucleosome “locked” with Reb1, while cluster 4b sites have nucleosomes “pushed” against Reb1. We surmise that the insensitivity of −1 nucleosome to RSC depletion at cluster 4a (*locked*) sites is due to physical constraints, such as DNA-binding proteins, that limit the ability of the nucleosome to move away from the Reb1 site (Figure 5E, locked). As a consequence, the region upstream of the −1 nucleosome cannot accommodate RNA polymerase preinitiation complex (PIC) assembly. In contrast, in cluster 4b (pushed) sites, the same location is depleted of nucleosomes due to RSC activity, thus accommodating transcription initiation (Figure 5E, pushed). These observations suggest a model of RSC activity and transcription depending on chromatin organization (Figure 5F)

## Discussion

Here, we describe SLIM-ChIP, a straightforward, low input, high-resolution, automation-compatible ChIP method for mapping transcription factor binding. We show that it is robust to a range of MNase digestion levels and tolerant to low-input material. Mapping of benchmark transcription factors (Reb1 in yeast and CTCF in mammals) shows that SLIM-ChIP is in excellent agreement with previous results and yet it is much simpler to perform.

The combination of MNase digestion and recovery of variable fragment lengths allows us to gain important insights about binding events. Effectively, by combining MNase footprinting (Henikoff et al., 2011) with SLIM-ChIP, we can describe the DNA occupancy landscape in the subpopulations of cells where the factor is bound at a specific site. In particular, we show that there is a distinction between promoters where Reb1 is often co-bound with the adjacent −1 nucleosome on the same DNA molecule and promoters where such co-binding is not observed. As we show, this distinction functionally correlates both with the choice of TSSs and with RSC activity. In particular, the Reb1-adjacent nucleosome is insensitive to RSC activity and as such can interfere with NDR formation and transcription initiation. Further examination of these promoters suggests that Reb1-nucleosome co-binding can be achieved by at least two mechanisms: passive nucleosome “locking” or active nucleosome “pushing” (Figure 5F). Our findings for Reb1 suggest that transcription factor-nucleosome co-binding provides an epigenetic, potentially regulatable mechanism for blocking bidirectional transcription initiation events (Figure 5F).

Altogether, SLIM-ChIP is an attractive solution for mapping DNA-binding events that allows us to examine and interrogate the DNA occupancy landscape at a single-molecule level in the context of the binding event. This has the potential to elucidate mechanisms of transcriptional regulation that are not observed in the absence of informative fragment length data.

## Experimental Procedures

See Supplemental Experimental Procedures for detailed experimental steps.

### Strains and Growth Conditions

All FLAG-tagged transcription factors strains were done in BY4741 background by inserting a 5xGly-FLAG His3MX6 cassette immediately before the target gene stop codon. In auxin depletion strains, an auxin-inducible degradation domain was genomically inserted immediately before the target gene stop codon in 2721 cells (Morawska and Ulrich, 2013). In all experiments, yeast cells were grown in YPD media at 30°C with constant shaking to optical density (OD) 0.6–0.8. When indicated, auxin (3-indolo acetic acid; Sigma) was added at a final concentration of 0.25 mM for the indicated time.

Mouse R1 ESCs (cell line) were grown on gelatin and maintained in ESC medium (DMEM, 15% ESC-grade fetal calf serum [FCS], 50 μg/mL penicillin, 50 μg/mL streptomycin, 2 mM L-glutamine, 1 mM sodium pyruvate, 0.1 mM nonessential amino acids, 0.1 mM β-mercaptoethanol, 1,000 U/ml leukemia inhibitory factor [LIF], PD0325901 inhibitor of MEK/ERK pathway [PD] 1 μM, and CHIR99021 inhibitor of GSK3 [CHIR] 3 μM).

### Cell Fixation and MNase Digestion

Cells were fixed with 1% formaldehyde for 15 min. Yeast cells were treated with zymolyase to generate spheroplasts prior to lysis and MNase treatment. Lysed spheroplasts or mouse ESCs (mESCs) were treated with different amounts of MNase to digest chromatin into nucleosomes.

### ChIP, Nucleosome Mapping, and DNA Sequencing

MNase-digested chromatin was allowed to bind to antibodies for 2–4 hr. Paramagnetic protein G dynabeads were added for an additional hour, and the beads were extensively washed. Bound chromatin was ligated to barcoded DNA adapters, and chromatin was reverse cross-linked and pooled. Barcoded chromatin was amplified with Illumina next-generation-sequencing compatible primers, and DNA libraries were paired-end sequenced by Illumina NextSeq 500. For MNase nucleosome mapping, MNase-digested chromatin was reverse cross-linked and isolated by 2× SPRI beads, and MNase sequencing libraries were prepared as described previously (Blecher-Gonen et al., 2013).

### Sequence Analysis

Paired-end reads were mapped to the yeast (sacCer3) and mouse (mm9) genomes using bowtie2 default parameters, except for setting of maximal fragment size of 2,000 bp. Peak calling was performed using MACS algorithm (version 2.1.1) (Zhang et al., 2008). Motif discovery was done with the MEME-ChIP tool (Machanick and Bailey, 2011) using the default parameters.

### Data Presentation

#### Meta-gene around the Transcription Factor Binding Motif

The location of the motif within the peak region was determined. The motif-containing regions were then oriented according to the motif directionality and aligned around its center. Peaks without a motif were discarded from this analysis.

#### Meta-gene around the TSS

The closest TSS to each peak summit was found. The genomic regions were then oriented according to the gene directionality and aligned around the TSS. Peaks that were >256 bp away from the nearest TSS were discarded from this analysis.

Finally, the sum of read coverage in the aligned regions was plotted.

### Comparison of Reb1 Peaks

The peaks used for the comparison were reconstructed from the short reads (<80 bp) of the low-MNase sample (Figure 1B). The ChIP-exo and ORGANIC peak locations were downloaded from the original manuscripts (Kasinathan et al., 2014, Rhee and Pugh, 2011). In ChIP-exo, only the primary and monomer peaks were considered in the analysis. In ORGANIC, we used the peaks called using the “10′ MNase, 80mM NaCl” dataset. Peaks were considered identical in the overlap analysis if the distance between their centers was less than 64 bp.

### Read Length Analysis

#### Peaks Clustering

Each peak was represented by a “fragment length vector” containing the fraction of reads mapped to the peak region in every length bin (40–250 bp, 10 bp resolution). These vectors were clustered using K-means algorithm (K = 4), generating 4 distinct clusters (Figure 4C). 

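The number of peaks without a motif follows from the motif used. With TTACCC followed by G or T within 75 bp, 715 of the 1078 peaks contained the motif and 363 (33.7%) did not. The width of the window had little effect, and the numbers with a motif were 710 within 25 bp, 715 within 50 bp and 717 within 100 bp. The sequence mattered more. With TTACCCG alone, 499 peaks contained the motif, and with TTACCC followed by any base, 770 did. A position weight matrix of 11 bases made from the 715 motif-containing peaks, an alternative chosen after the data were seen, found a match within 25 bp of 881 peaks at a score that 5% of windows 300 bp from peaks reach, and of 694 peaks at a score that 1% of them reach. Reads per peak, by which the paper removed the weakest motif-containing peaks, were not analysed here.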

Peaks that did not contain the Reb1 motif (149 out of 1,078) and peaks with low read numbers (140 out of 929; bottom 15%) were discarded from this analysis.

#### NET-Seq Sequence Analysis

Raw NET-seq data was downloaded from the original manuscript (Churchman and Weissman, 2011). For NET-seq coverage plots, the 3′ read ends (marking the last bp incorporated by Pol II) were extended by 20 bp in the 5′ direction. Peaks that reside in telomeres were discarded from this analysis.

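The reference annotation marks 32 telomere regions, 1 at each end of the 16 nuclear chromosomes, with a total length of 140711 bp. Of the 1075 nuclear peaks of the SLIM-ChIP list, 117 (10.9%) lay in these regions, and 82 of those contained the motif within 75 bp. Within 1000 bp of a chromosome end there were 55 peaks, at 31 of the 32 ends. The 1000 random sets over whole chromosomes had a median of 3 and at most 11. Whether the paper used the same telomere regions is not given in its text.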

#### Sth1-Depletion Sequence Analysis

Nucleosome coverage plots were generated by taking the center of all mapped fragments and extending them by 25 bp in both directions. Peaks that reside in telomeres were discarded from this analysis.

# Supplementary material for: Fine-Resolution Mapping of TF Binding and Chromatin Interactions
**Source:** Cell Rep. 2018 Mar 6;22(10):2797–807. doi: 10.1016/j.celrep.2018.02.052
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S5

**Cell Reports, Volume 22**

## **Supplemental Information**

### **Fine-Resolution Mapping of TF**

#### **Binding and Chromatin Interactions**

**Jenia Gutin, Ronen Sadeh, Nitzan Bodenheimer, Daphna Joseph-Strauss, Avital Klein-Brill, Adi Alajem, Oren Ram, and Nir Friedman**

## Supplementary Text: Detailed Protocol

### Yeast growth

- Yeast cells were grown in YPD media at 30°C with constant shaking to OD 0.6-0.8.

### Yeast Cells fixation

- Add formaldehyde (1% final concentration) directly to cells and rotate 15 minutes at RT.
- Add glycine (0.125M final concentration from 2.5M stock) to the fixed cells and rotate 5 minutes at RT.
- Pellet cells by centrifugation (4000g, 5 minutes, 4°C).
- Resuspend the cells pellet in ice cold ddH<sub>2</sub>O supplemented with a EDTA-free protease inhibitors cocktail (Roche).
- Pellet cells by centrifugation (4000g, 5 minutes, 4°C).

**Note:** It is possible at this point to flash freeze the cell pellet and store at -80°C.

### Spheroplasting

- Resuspend the cell pellet in buffer Z (~ 5ul buffer Z per 1 OD<sub>600</sub> of cells).
- Add zymolyase 20T (Seikagaku) at 0.15 - 0.5 units per  $2 \times 10^7$  cells. Incubate cells at 30°C for 20 minutes.
- To test spheroplasting efficiency, remove 1-5  $\mu$ l of the cells into 1% SDS solution and check the cells under the microscope. Estimate spheroplasting efficacy (counted cells/expected # of cells\*100). This number should be lower than 5%. If it is higher than 5% continue incubating the cells at 30°C and test again.

### MNase digestion (yeast)

**Note:** Since different TFs may exhibit distinct MNase sensitivity profiles, it is recommended to calibrate your MNase digest per specific TF by running a titration experiment. We find that 0.02-1 units of Worthington MNase per  $10^7$  cells to be a good range for initial titration. An alternative approach is to mix chromatin from different MNase digestion levels prior to immunoprecipitation.

- Pellet spheroplasts (6500 g, 10 minutes), remove the supernatant, and resuspend in NP buffer at final concentration of  $0.2 \times 10^7$  cells/ $\mu$ l.
- Prewarm samples to 37°C for 5 minutes.
- Add MNase (Worthington) diluted in NP buffer for 20 minutes at 37°C.
- Remove tubes to ice and add one volume of ice cold MNase stop buffer.

- Keep tubes on ice for 10-30 minutes (longer incubation increases yield), vortexed 3 x 10 seconds (this step increases chromatin yield but can be skipped when using 96 well plates to avoid sample spilling).
- Centrifuge samples (16,000g, 10 minutes, 4°C - for 96 wells plates centrifuge 30 minutes at 5000g, 4°C).
- Remove the supernatant containing the chromatin to fresh tubes or 96 well plate.

**mESCs fixation and lysis:** Cells were fixed with 1% formaldehyde for 15 minutes at room temperature, following by quenching with 0.125M glycine for 5 minutes at room temperature.

- Centrifuge cells, remove supernatant, and wash with ice cold PBS.
- Suspend cell pellet in 1 volume of ice cold PBS to get  $10^7$  cells/ml.
- Add equal volume of ice cold 2X cell lysis buffer
- Add the desired amount of MNase
- Mix well by pipetting up and down and incubate on ice for 10 minutes.
- Incubate 15 minutes at 37°C
- Stop MNase by adding 20mM EDTA.
- Incubate on ice for 30 minutes
- Centrifuged samples (16,000g, 10 minutes, 4°C - for 96 wells plates centrifuge 30 minutes at 5000g, 4°C).
- Remove the supernatant containing the chromatin to fresh tubes or 96 well plate.

### **MNase digest evaluation**

- Remove 2-10µl of MNase digested chromatin to a fresh tube and adjust volume to 9ul with EB.
- Add 1µl of 0.5ug/µl RNase A and incubate for 30 minutes at 37°C.
- Add 40µl of proteinase K solution (10 mM Tris pH 8.0, 5 mM EDTA, 300 mM NaCl, 0.6% SDS) containing 50 units of proteinase K.
- Incubate for 2 hours at 37°C, and for 12-16 hours at 65°C.
- Isolate DNA by 2X SPRI beads cleanup, resuspend DNA in 20µl of 10mM Tris pH-8.0, and measure DNA concentration by Qubit.
- Expect total of ~ 10-100 ng of DNA
- Visualize DNA by TapeStation (Agilent) or agarose gel.

### **Chromatin immobilization**

**Note:** The amount of DNA used for ChIP can vary and depends on the abundance of the target and antibody yield and specificity.

- Remove MNase digested chromatin samples to a fresh 96 well plate and adjust the volume to 80 µl with ice cold RIPA buffer and antibody (for specific details see antibodies section below).
- Incubate the samples with gentle tumbling for 2 hours to O/N at 4°C.
- While samples are incubated wash protein G dynabeads three times in RIPA (yeast) or cell lysis buffer (mESCs) (20µl beads per sample). Resuspend beads to the original volume with RIPA or cell lysis buffer.
- Centrifuge the samples shortly, add 20µl of protein G to each sample, and incubate the samples with gentle tumbling for an additional hour at 4°C.
- Magnetize the samples and wash: 6 X RIPA buffer, 3 X RIPA 500 containing 500 mM NaCl, 3 X LiCl wash buffer. It is possible to use vacuum for these washes.
- **Important:** From this point on DO NOT use vacuum to aspirate the supernatant.
- Wash the beads 3 X 10 mM Tris pH 7.5 supplemented with protease inhibitors.

## Chromatin barcoding

### End repair:

- Resuspend the immobilized chromatin in 10µl of 10 mM Tris pH 7.5.
- Add 15 µl of end repair mixture and mix well by pipetting.
- Incubate for 22 minutes at 12°C followed by 22 minutes at 25°C.
- Magnetize beads and wash once in 150µl 10 mM Tris pH 8.0 and resuspend the beads in 20µl of 10 mM Tris pH 8.0.

### A base addition:

- Add 10 µl of A-Base mix [10 mM Tris pH 8, 10 mM MgCl<sub>2</sub>, 50 mM NaCl, 1 mM DTT, 0.58 mM dATP, 0.75 units Klenow fragment (NEB)] to the beads and mix well by pipetting.
- Incubate samples at 37°C for 30 minutes.
- Magnetize beads and wash once in 150µl 10 mM Tris pH 8.0 and resuspend the beads in 9µl of 10 mM Tris pH 8.0.

### Adapters ligation:

- Add 2.5µl of indexed adapters (Blecher-Gonen et al., 2013) to each sample and mix well by pipetting. Add 17µl of ligation mix [14.5 µl of 2X quick ligase buffer (NEB), or Rapid ligation buffer (Lucigen), and 2.5µl quick ligase (NEB) or NxGen T4 ligase], mix well by pipetting, and incubate at 25°C for 45 minutes.
- Magnetize beads and wash 3x 150µl RIPA

Note: Ligation of adaptors increases the size of DNA fragments bound by TFs and allow the isolation of fragments that are < 50bp (prior to adapter ligation) in subsequent steps.

### Reverse crosslinks and DNA cleanup

- Resuspend the beads in 24µl of chromatin elution buffer supplemented with 1µl of 0.5µg/µl RNase A and incubate for 30 minutes at 37°C.
- Add 24µl of chromatin elution buffer supplemented with 1 µl of proteinase K (50 units/µl, epicenter).
- Incubate for 2 hours at 37°C, and for 12-16 hours at 65°C.
- At this point you can pool samples
- Isolate DNA by 2 X SPRI beads cleanup, resuspend DNA in 25µl of 10mM Tris pH-8.0.

Note: At this point it is possible to run a 4% agarose gel (E-Gel® EX Agarose Gels, 4%, Invitrogen) and gel purify DNA of desired size. This step can be skipped but it is recommended for elimination of adapter dimers and reduce background of nucleosomal DNA. We normally isolate DNA fragments of ~170-400bp which correspond to unligated fragments of 30-260bp.

### Library amplification:

- Remove 23µl of the eluted chromatin into a fresh PCR tube. Add 2µl of barcoded amplification primers mix (Different barcode for each antibody used in second ChIP, see primer sequence below) and 25µl of 2 X Kapa hifi hotstart ready mix.
- Run PCR for 12-16 cycles.  
The number of PCR cycles depends on the ChIP yield. It is recommended to use the lowest number of cycles that yield sufficient library for next generation sequencing to reduce PCR duplicates.
- Isolate DNA by 0.8 X SPRI beads cleanup, resuspend in 20µl of 10mM Tris pH-8.0, and measure DNA concentration by Qubit.  
The total amount of amplified DNA can vary between 40-1000 ng of DNA.
- Visualize DNA by TapeStation. For example see Figure S1A.

Forward amplification primer:

5' - AATGATACGGCGACCGAGATCTACAC [8bp barcode] ACACTCTTCCCTACACGAC

Reverse amplification primer:

5' - CAAGCAGAAGACGGCATACGAGAT

### Buffers:

**Buffer Z:** 1 M sorbitol, 50 mM Tris 7.4, 10 mM β-mercaptoethanol (freshly added).

**NP buffer:** 10 mM Tris pH 7.4, 1 M sorbitol, 50 mM NaCl, 5 mM MgCl<sub>2</sub>, 1 mM CaCl<sub>2</sub>, and 0.075% NP-40, freshly supplemented with 1 mM β-mercaptoethanol, 500 µM spermidine, and EDTA-free protease inhibitor cocktail.

**Cell lysis buffer:** 50 mM Tris pH 8.0, 150 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate, 5 mM CaCl<sub>2</sub>, EDTA-free protease inhibitor cocktail

**MNase stop buffer:** 220 mM NaCl, 0.2% SDS, 0.2% sodium deoxycholate, 10 mM EDTA, 2%, Triton X-100, EDTA-free protease inhibitor cocktail.

**RIPA buffer:** 10 mM Tris pH 8.0, 140 mM NaCl, 1 mM EDTA, 0.1% SDS, 0.1% sodium deoxycholate, 1% Triton X-100, EDTA-free protease inhibitor cocktail.

**LiCl wash buffer:** 10 mM Tris pH 8.0, 0.25 M LiCl, 0.5% NP-40, 0.5% Sodium Deoxycholate, 1 mM EDTA, EDTA-free protease inhibitor cocktail

**End Repair mixture:** 100 mM Tris pH 7.5, 20 mM MgCl<sub>2</sub>, 20 mM DTT, 2 mM ATP, 0.8 mM each dATP, dCTP, dGTP, dTTP, 12.5 units T4 polynucleotide kinase (NEB), 0.5 units T4 polymerase (NEB).

**A-Base mix:** 10 mM Tris pH 8, 10 mM MgCl<sub>2</sub>, 50 mM NaCl, 1 mM DTT, 0.58 mM dATP, 7.5 units Klenow fragment (NEB).

**Chromatin elution buffer:** 10 mM Tris pH 8.0, 5 mM EDTA, 300 mM NaCl, 0.6% SDS

### Antibodies

The following antibodies were used in this study:

| Antigen        | Catlog #           | µg antibody / ChIP |
|----------------|--------------------|--------------------|
| Anti Flag (M2) | Sigma              | 2                  |
| Anti CTCF      | 07-729 (Millipore) | 2                  |

Figure S1

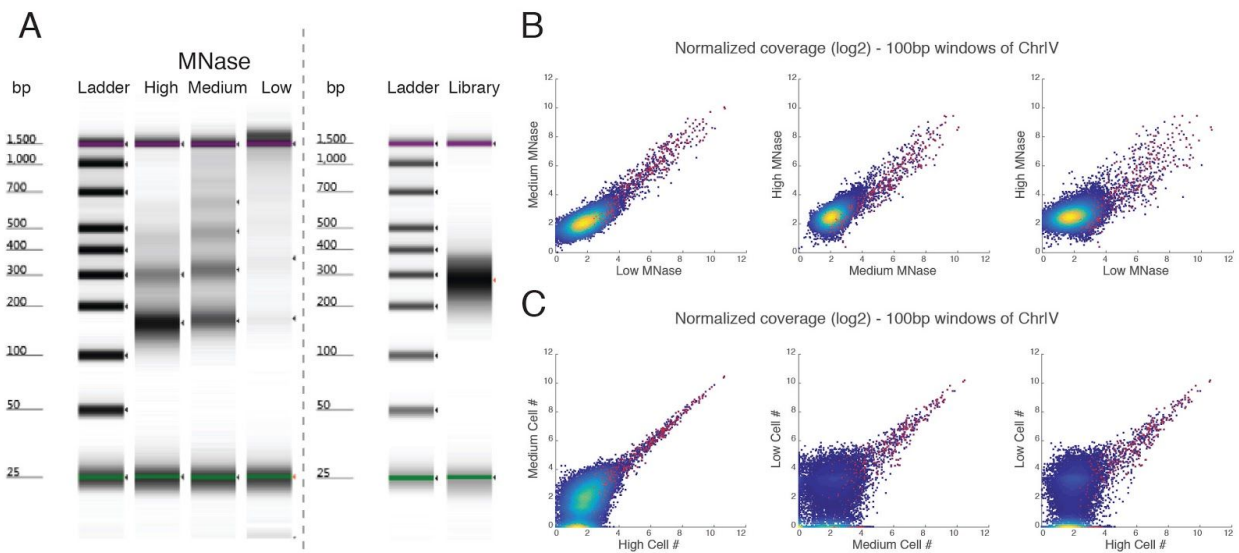

**Figure S1: Comparison of MNase digestions and Input materials. Related to Figure 1B. A.** Tape station chromatography of MNase digested DNA (left panel) or SLIM-ChIP library (right panel). Higher levels of MNase are characterized by larger proportion of mononucleosomes and shorter nucleosomal length. SLIM-ChIP library was isolated from gel as described in Methods. **B-C.** Scatter plots showing the sum of read coverage in 100bp windows across chrIV for different MNase concentrations and different cell numbers (as in Figure 1B). Locations of called peaks are highlighted.

Figure S2

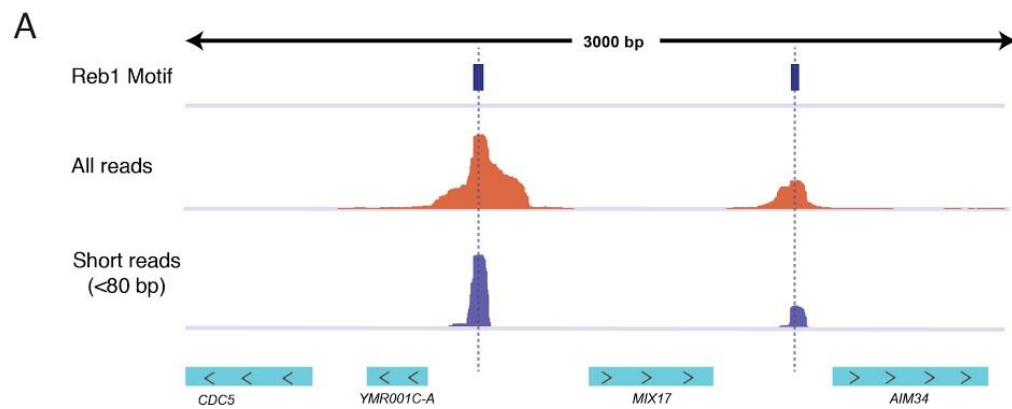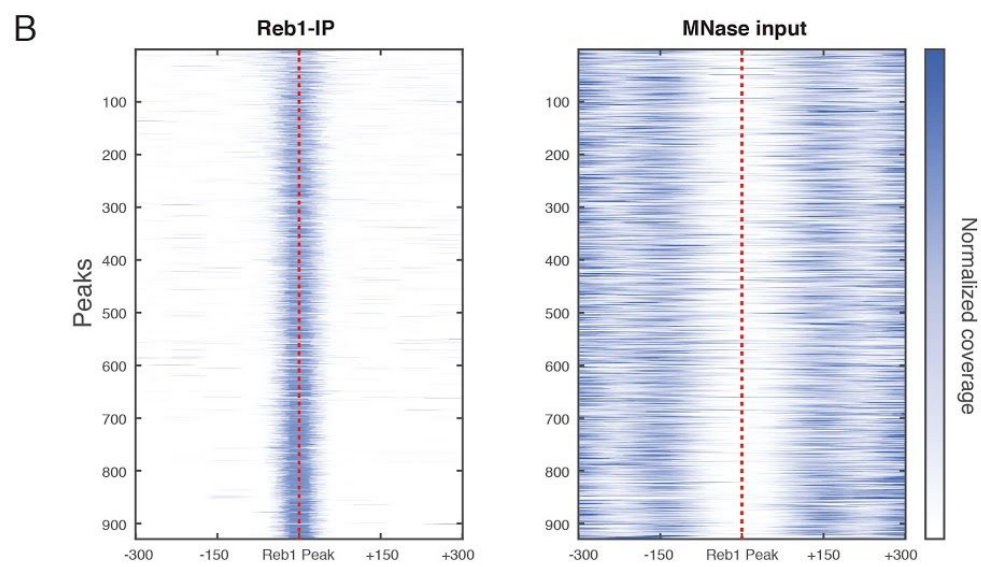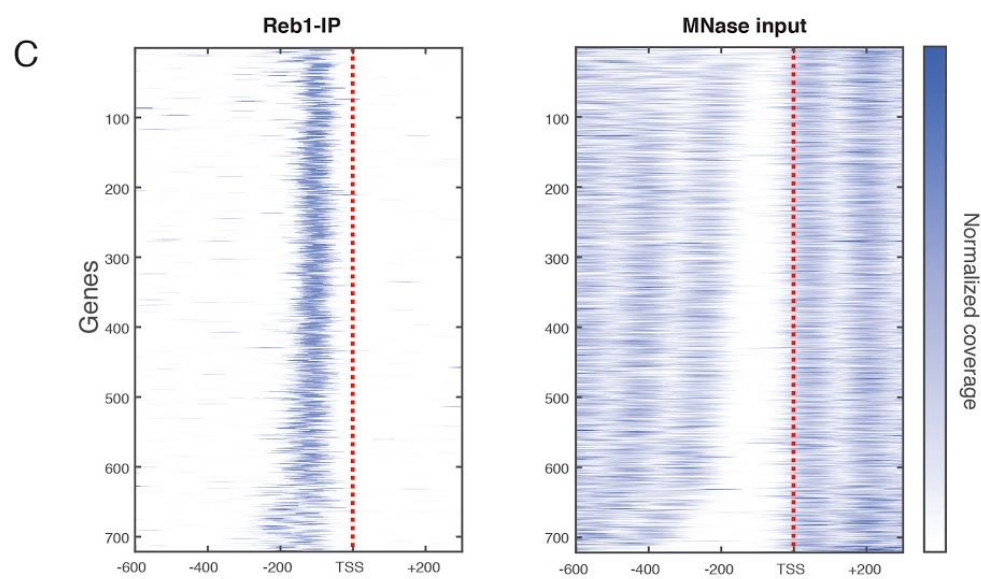

**Figure S2: Reb1 peak coverage. Related to Figures 1B-D.** **A.** Genome browser view illustrating the signal from all reads versus short reads (<80bp). Focusing on short reads tightens the signal around the Reb1 binding motifs. **B.** Heat map of the read coverage of Reb1 ChIP signal (short reads) and MNase input signal(Weiner et al. 2015) centered on Reb1 peak (as in Figure 1C). **C.** Heat map of the same signals as B, aligned according to the TSS of genes with a Reb1 peak in their promoter.

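The locus of Figures 4B and S2A, taken here from 1000 bp before YML002W (named VRL1 in the annotation) to 1000 bp after AIM34 (sacCer3, chromosome XIII, 263541 to 274714), holds 3 peaks called on short reads and 3 matches to TTACCC followed by G or T. Each match has a peak. The peak at 266985 is 189 bp upstream of the start codon of YPT7 and 16 bp from the centre of a minus-strand motif at 266966 to 266972, in the sequence TACAAACGTTACCCGTACCGGTG. The peak at 271788 lies in the divergent promoter of YMR001C-A and MIX17, 11 bp from a minus-strand motif at 271774 to 271780, in the sequence TAGATGCGTTACCCGGTGGTAAC. The peak at 272978 is 140 bp upstream of the start codon of AIM34 and 4 bp from a minus-strand motif at 272979 to 272985, in the sequence GTACTACGTTACCCTCCCCTGTT. Sequences are given on the strand of the motif. The signal from all reads was not analysed here.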

Figure S3

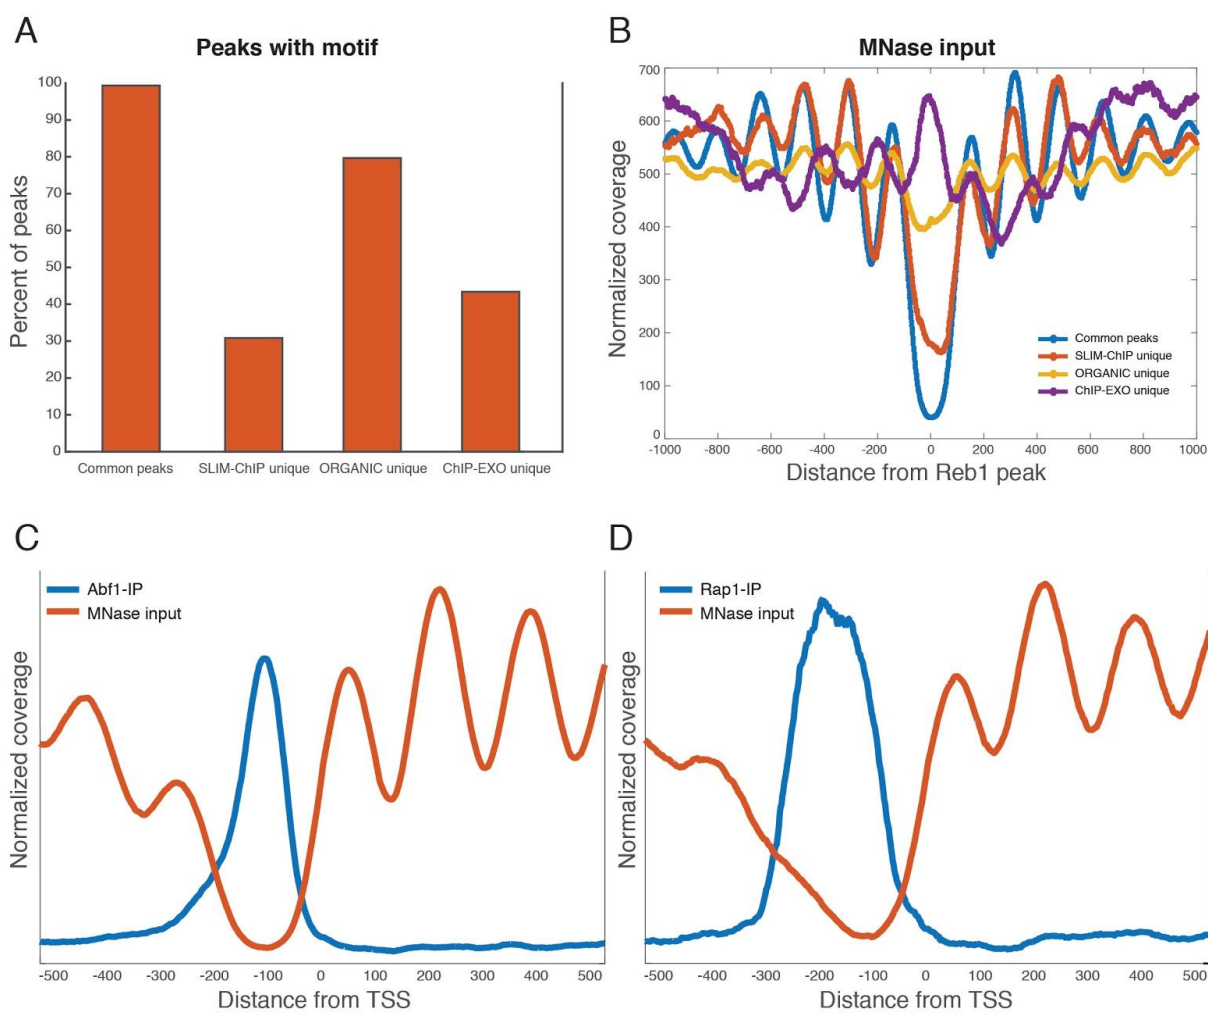

**Figure S3: Reb1 across methods and profiling additional yeast transcription factors. Related to Figure 2B and 3A..** **A.** For selected groups in Figure 2B the percent of peaks with a motif is shown. The vast majority of common peaks contain a Reb1 binding motif. **B.** For selected groups in 2B the normalized coverage of MNase input (Weiner et al. 2015) signal around Reb1 peak centers is plotted. **C-D.** Normalized coverage of Abf1, Rap1 (short reads, 0-80bp) and MNase input signals around TSS. For each factor only promoters that contain a motif are used. MNase input track was adapted from Weiner et. al.

Figure S4

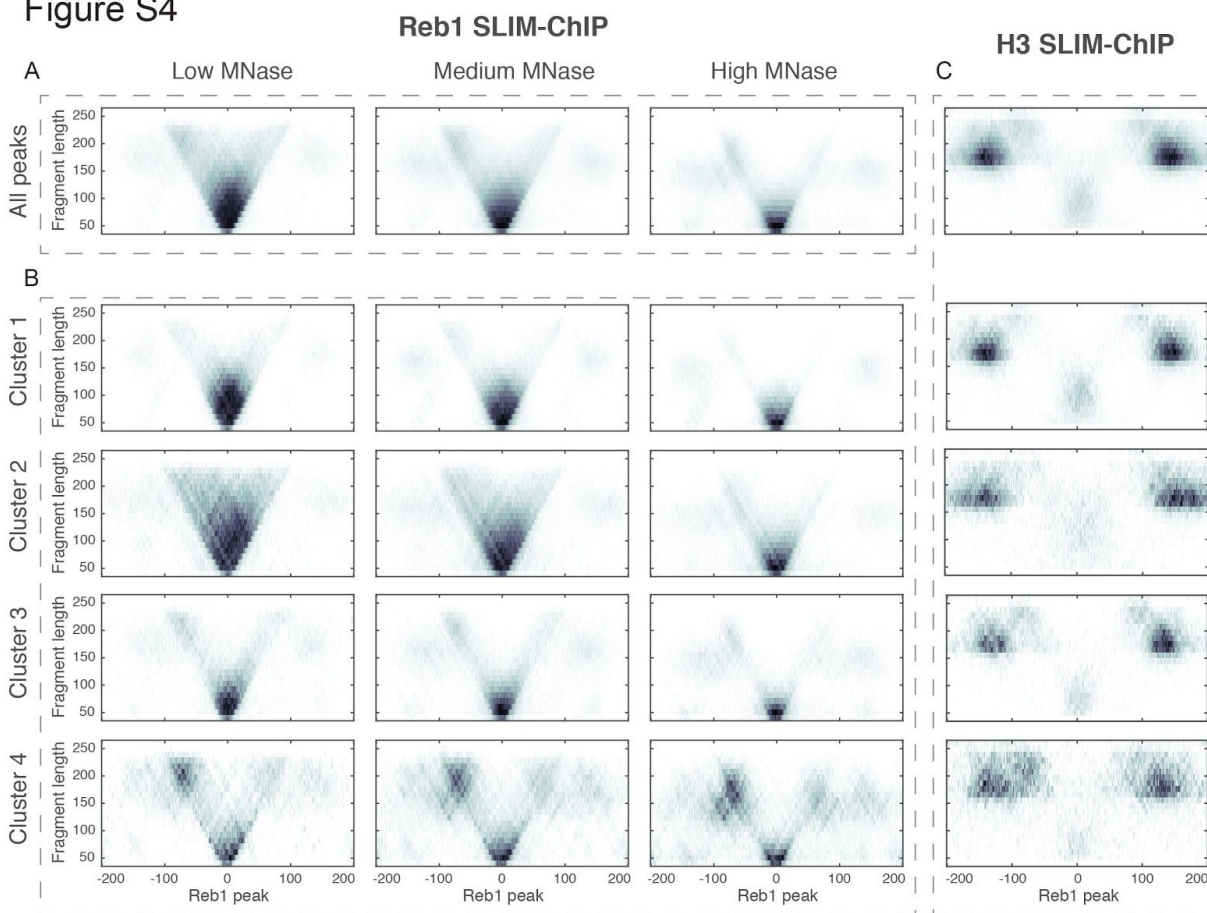

**Figure S4: MNase sensitivity of read length patterns in clusters of Reb1 sites. Related to Figure 4.**

**A.** V-plots of all Reb1 sites in three MNase levels (as in Figure 4A). **B.** Same as A for each of the four clusters (as in Figure 4C). **C.** V-plots of H3 SLIM-ChIP for the groups shown in A and B.

Figure S5

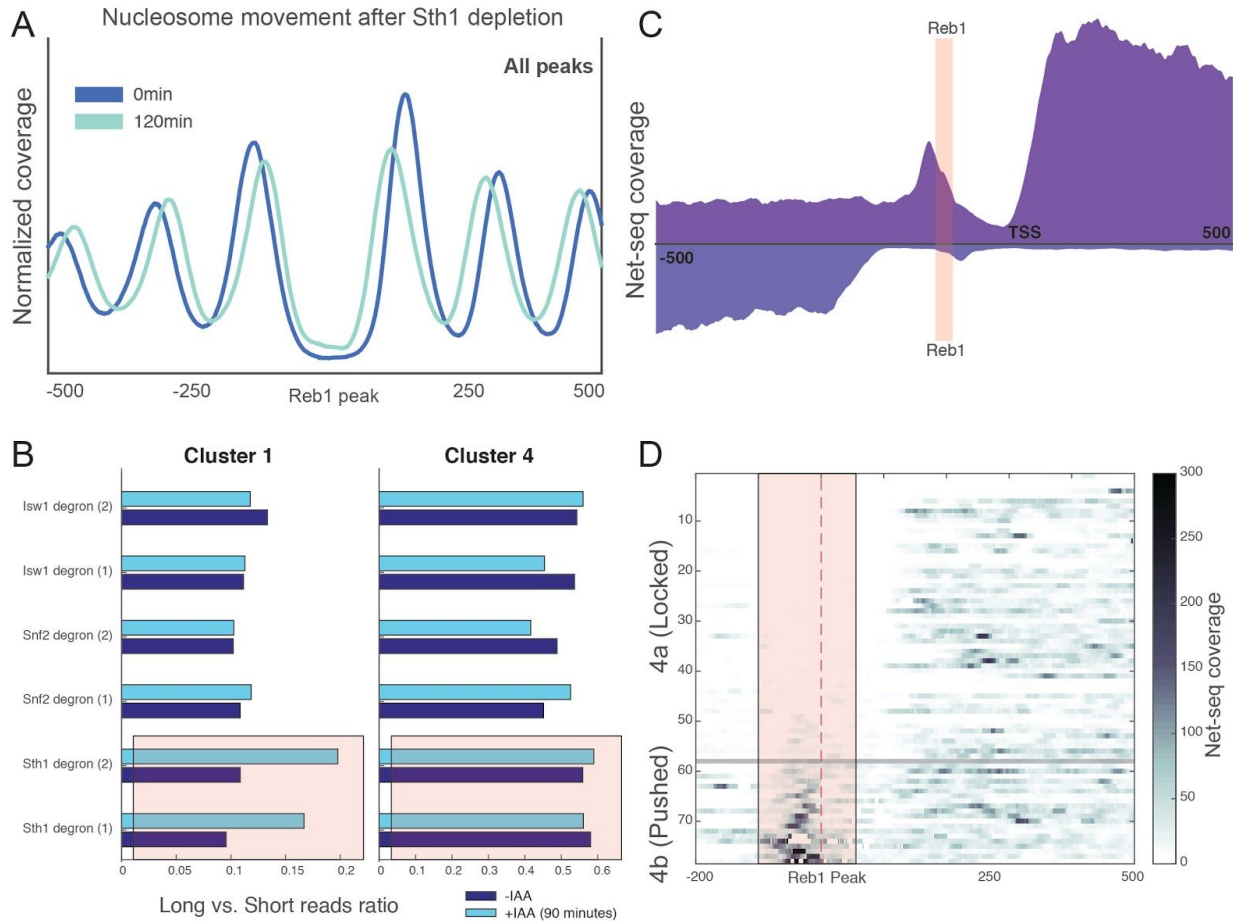

**Figure S5: Effects of RSC depletion on Reb1 binding sites. Related to Figure 5. A.** Nucleosome movement in Sth1 depletion for all Reb1 sites (as in Figure 5A,D). **B.** Examining change in fragment length in Reb1 SLIM-ChIP in three strains with depletion of a catalytic units of chromatin remodelers (Sth1 of RSC, Snf2 of SWI/SNF, lsw1 of ISW1a/b). Showing two repeats for each strain, comparing the ratio of total coverage of long fragment (>180bp) to the total coverage of short fragments (<110bp) counting over Reb1 sites in two clusters. Only in Sth1 depletion at Cluster 1 sites we observe a shift in the ratio. This shift corresponds to nucleosomes shifting to be adjacent to Reb1 when RSC is not active. **C.** Average NET-seq coverage at Reb1 binding sites (as in Figure 5B,C). **D.** Heat map of sense direction NET-seq coverage around each of the Reb1 sites in Cluster 4, oriented according to the nearest TSS. Rows (sites) are sorted according to total coverage in the highlighted region. We observe two subpopulations, one without transcription in the region and the other with.

How the deposited data were processed for this re-analysis (not part of the article)

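Reb1 binding was measured by SLIM-ChIP in 1 sample of budding yeast, with the lowest MNase level and an input of 50000000 cells, for which the authors deposited a peak list. They mapped paired-end reads to sacCer3 with bowtie2 at its default parameters except for a maximal fragment size of 2000 bp, and called peaks with MACS 2.1.1. According to the paper's methods, the peaks used for comparison came from fragments of less than 80 bp. The deposited list gives a chromosome and a base position per peak and no height, p-value or read number. The paper's text does not name the MACS threshold or the control. It refers to peak summits and to peak centres, without saying which of these the listed positions are. The positions were read as counted from 1. No other list, replicate or read was analysed here, so the robustness to MNase and input levels, the fragment lengths and their clusters, the other factors and the depletion experiments were not analysed here. The depth of the sample is unknown from the list.

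Positions were placed on the R64 sequence and annotation, the assembly that sacCer3 names, and every position lay within its chromosome. Of the 6459 annotated genes, 6021 are protein-coding, and all 6021 are given from start to stop codon, so gene starts are start codons. An ORF is the span of a protein-coding gene with its introns, and intergenic means outside every ORF. The Reb1 motif was TTACCC followed by G or T on either strand, read from the logo of Figure 1C, and a peak contained it when the centre of a match was within 75 bp, the distance the paper uses for coverage around a peak. For the search of enriched sequences, which stands in for MEME-ChIP, each 7-mer was counted once per 51-bp window with both strands pooled, in windows at the peaks and in windows 300 bp to either side, and 7-mers were ranked by the difference in shares. Enrichments have 1 window added to each count. Distances to gene starts used a limit of 256 bp, which the paper applies to TSSs. Intergenic positions were classed by the directions of the flanking ORFs.

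Because there is 1 list, each value was compared with 1000 seeded sets of random positions, drawn with the same number per chromosome, over the whole chromosome or over intergenic sequence only, and no p-value is given for these comparisons. Shares have Wilson 95% confidence intervals, medians have 95% intervals from binomial order statistics, and enrichments have 95% intervals on the log scale. These intervals cover counting error only. Fisher's exact test, always two-sided, describes the sites or peaks of this list. The measures were tested on simulated data before use. With a motif planted near 200 simulated peaks, a match at the planted distance or nearer was found for 100% of them. Another 2000 simulated positions were placed inside or outside genes and given their distance to the nearest gene start. Both results were those of a plain search in 100% of cases. Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9.

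The alternatives set before the data were examined were 32 and covered the motif sequence, the window around a peak, the length and background of the enriched words, the ORF set, the distance limit, the kinds of genes considered and the distance between neighbouring peaks. Another 6 were added after the data were seen. They are a position weight matrix at a looser and at a stricter score, random positions near motifs for divergent and for convergent regions, and intergenic peaks against random intergenic positions for the upstream share and for the median distance to gene starts. The matrix spans the motif and 2 bases on either side. The loci and sequences named were set by a rule written before the data were examined: the loci whose genes Figures 1B, 2A, 4B, S2A and 5E label, the 5 top-ranked 7-mers, and the nuclear chromosomes with the highest and the lowest peak density.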

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

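Of the 1078 listed peaks, 3 lie in the mitochondrial genome, which the paper does not discuss. No control list was analysed here, and these 3 peaks are reported because they are more than none. The test of GC content was chosen after these peaks were seen, and the test of motifs was set when their number but not their sequence was known. The strict motif does not account for the peaks: 0 of the 3 have TTACCC followed by G or T within 75 bp, although the mitochondrial genome holds 8 such matches in 85779 bp. Weaker forms of the motif were not examined separately at these 3 peaks. GC-rich stretches were also tested. The 51-bp windows at the 3 peaks have a mean GC content of 29.4%, above the 17.1% of the mitochondrial genome but inside the central 95% of random sets of 3 mitochondrial positions, from 3.27% to 37.3%. With 3 peaks, this comparison has little power. The density, 3.50 peaks per 100 kb, is below the 8.91 per 100 kb of the nuclear genome. Carry-over of abundant mitochondrial DNA was not tested, because the list holds no read numbers. Peak lists of the other conditions and factors were not analysed here, and no biological explanation was tested.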

How the results depend on the processing

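The alternatives set before the data were examined left most values within their 95% confidence intervals: 20 of 32 did so or, for counts, stayed within 1.5 times the value reported, and 12 moved. In each of these alternatives run for them, the median distance to the motif was below the random median, the upstream share was above the highest set of random positions over whole chromosomes, and, where random sets were drawn, the share inside ORFs was below the lowest random set. The median distance to the motif, 7 bp, was inside the random range for windows of 50 bp and for TTACCCG only, where few random positions have a motif. Some of the 20 settings that did not move could not have done so. They include the merging of positions closer than 64 bp, as the smallest gap was 131 bp. They also include random positions near motifs for the share inside ORFs, which change only the background.

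The motif definition moved the motif share most. It was 66.3% with TTACCC followed by G or T, 46.3% with TTACCCG only and 71.4% with TTACCC followed by any base. Windows of 25, 50 and 100 bp gave 65.9% to 66.5%. A position weight matrix, added after the data were seen, gave 81.7% at a score that 5% of flanking windows reach and 64.4% at a score that 1% of them reach. With TTACCCG only, the share of genomic sites with a peak rose from 62.4% to 82.9% for intergenic sites and from 4.83% to 13.5% for sites in ORFs. Within 25 bp in place of 75 bp, the intergenic share was 59.4%.

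The enrichment of the top word was 194-fold with 7-mers and flanking windows. It was 30.5-fold with 6-mers and 44.3-fold with random intergenic windows as the background, and TTACCC was part of the top word in every setting run. The median position relative to the gene start moved from -149 bp to -161 bp under a limit of 500 bp and to -166 bp under a limit of 1000 bp, where the upstream share was 93.3% in place of 96.4%. Against random intergenic positions, added after the data were seen, the upstream share of intergenic peaks was 99.7%, inside the random range. That range ran from 97.2% to 100%, so this share can neither show nor rule out a preference beyond lying outside ORFs. The share of intergenic nuclear peaks within 256 bp of a gene start, 63.3%, was above the highest random intergenic set, 45.5%. The median of intergenic peaks, -151 bp, stayed outside the random range, from -129 to -96 bp. Neighbouring intergenic pairs numbered 10 within 200 bp, 6 within 150 bp and 49 within 300 bp. Random intergenic sets had medians of 51, 40 and 69 pairs, and at 300 bp the list fell inside their range, from 44 to 97.

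The shares in divergent promoters (42.9%) and convergent regions (3.93%) are properties of the list and did not change with the background, but their standing did. Against random intergenic positions near motifs, an alternative added after the data were seen, the divergent share lay inside the random range, from 35.6% to 46.2%. The convergent share equalled the lowest of 1000 random sets, whose median was 6.58%, so it stayed at the low end of this background. The cause of the other changes was not tested. The list has no read numbers, so the effect of a stricter peak threshold or of sequencing depth on these values was not analysed here.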

Differences from the paper's values

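The paper reports 149 of 1078 peaks without the Reb1 motif, and 363 were without TTACCC followed by G or T within 75 bp here. None of the alternatives set before the data were examined closed the gap: 308 peaks were without TTACCC followed by any base, 579 were without TTACCCG, and 368, 363 and 361 had no motif within 25, 50 and 100 bp. A position weight matrix at a score that 5% of flanking windows reach, chosen after seeing the values, left 197 peaks without a match, which is within 1.5 times the paper's number. At a score that 1% of flanking windows reach, also chosen after seeing the values, 384 were without a match. The paper's number of motif-containing peaks, 929, is within 1.5 times the 715 found here. With TTACCCG only, 499 were found, which is not.

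Read by eye, and so only approximately, the motif track of Figure 1B marks a site just before ADD37 and a site within MRPS17. No match to TTACCC followed by G or T was found at either place, while matches were found within RTP1 (1) and HSC82 (2) where the track shows none.

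The paper gives 10% as the approximate share of its core peaks inside ORFs. Of all 1078 listed peaks, 57 lay inside ORFs here. If every one of the 57 were among the paper's 743 core peaks, the share would be 7.67%. This is the largest share that the listed positions allow and not an estimate. It is below the paper's value, although within 1.5 times of it. With ORFs overlapped by less than 50% by another ORF, the largest share would be 7.27%. The ORF set behind the paper's value is not named in its text, and the cause of the difference was not tested.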

Other observations

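The tests of the concentration at chromosome ends and of the smallest gap were chosen only after those patterns were seen, and the smallest gap and the number of pairs were known when the latter was chosen.

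For the peaks without TTACCC followed by G or T, 3 explanations were tested. Weaker forms of the motif may account for many of them. For 244 of the 362 such peaks with complete windows (67.4%, 95% confidence interval 62.4 to 72.0) the best match to the position weight matrix was in the window at the peak and not in either flanking window, where 33.3% would follow from no preference. Of the motif-containing peaks, 98.4% had their best match there, but the matrix was made from them. Loci such as tRNA genes, which ChIP experiments often pick up, may account for a few. Of 360 nuclear peaks without the motif, 14 (3.89%) lay within 250 bp of a tRNA gene, against 10 of 715 (1.40%) with it and 1.16% of random positions (two-sided Fisher's exact test, p = 0.0144). The random positions were not restricted to intergenic sequence, while only 17 of the 363 peaks without the motif lay inside ORFs. A share above the random one can therefore follow from lying outside ORFs alone. Only the difference from peaks with the motif speaks for tRNA genes. Peaks without the motif were near chromosome ends less often than those with it, with 10 of 360 (2.78%) against 45 of 715 (6.29%) within 1000 bp of an end (two-sided Fisher's exact test, p = 0.0126). Random positions gave 0.209% in this comparison, which differs from the median of 3 nuclear positions over the 1000 random sets given below. Both shares exceed either value, although neither background was restricted to intergenic sequence, so ends may also account for a few. These were 2 tests of the same kind, and both have a Benjamini-Hochberg adjusted p of 0.0144. Weaker motifs remain as an explanation, and tRNA genes and chromosome ends remain for a few peaks at most. No biological explanation was tested.

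Peaks were concentrated at chromosome ends. Within 1000 bp of an end lay 55 nuclear peaks (5.12%), against a median of 3 and at most 11 in random sets over whole chromosomes. At least 1 peak lay at 31 of the 32 ends. Of intergenic peaks, 5.20% lay beyond the outermost ORF of a chromosome, against a median of 1.08% and at most 2.06% of random intergenic positions. Motif sites were dense near ends. Their number within 1000 bp of an end, ORFs included, was 114, or 356 per 100 kb, against 34.2 per 100 kb in the rest of the intergenic sequence. The share of sites with a peak was 61.4% near ends and 62.5% in the rest. The concentration could therefore follow from the density of motifs. Sites close together can share a peak, however. Near ends 70 sites had a peak, while the motif-containing peaks there numbered 45. The shares of sites therefore do not show equal occupancy. Sequence shared between ends is a candidate source too. The 51-bp window was found elsewhere in the nuclear genome for 30 of the 55 peaks (54.5%), against 60 of the other 1020 nuclear peaks (5.88%, two-sided Fisher's exact test, p = 2.23e-20), so reads from 1 end could have been placed at another. Both explanations remain, and no biological explanation was tested.

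Intergenic motif sites had a peak more often than sites in ORFs. A difference in the sequence next to the motif could have produced this, since the longer TTACCCGG makes up more of the intergenic sites. Among TTACCCGG sites alone the difference remained, with a peak at 200 of 217 intergenic sites and at 9 of 17 sites in ORFs (odds ratio 10.5, two-sided Fisher's exact test, p = 7.08e-05). The longer motif therefore does not explain the whole difference, although the 17 ORF sites are few. No biological explanation was tested.

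Neighbouring peaks were rarer than chance placement gives, with 10 pairs of intergenic peaks within 200 bp against a median of 51 in random sets. No gap between nuclear peaks was under 131 bp. Counting only gaps from 131 to 200 bp, random sets had a median of 15 pairs with a range from 4 to 29, and 11.4% of them had 10 or fewer. Because this range starts at the smallest gap of the list itself, the count leaves out of the random sets the gaps that the list lacks, and it cannot test whether a minimum distance between listed positions produced the shortage. No biological explanation was tested. The test first planned was for an excess of pairs from 1 site listed at 2 positions, and no excess was seen. In 7 of the 10 pairs, each peak had a motif of its own. These 7 pairs all lay in annotated telomeres, and the smallest gap of the other 3 was 177 bp.

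The number of peaks differed between chromosomes, from 4.78 per 100 kb on chromosome I to 10.6 per 100 kb on chromosome V. Given the length of intergenic sequence on each nuclear chromosome, the chi-square statistic was 21.0, inside the central 95% of 1000 random sets (6.39 to 27.5). Chance placement could account for the spread, and no biological explanation was tested.

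The 3 promoters of Figure 5E all have a listed peak. Between LIP5 (labelled LYP5 in the figure) and MCA1, the peak at 716964 on chromosome XV is 7 bp from the centre of a motif in the sequence AGTTGTTATTACCCGGACGCTTT. Between CDC9 and ENT1, the peak at 167612 on chromosome IV is 10 bp from a motif in the sequence TTTCATCATTACCCGGATGATTC. Between PHB1 and PEX4 on chromosome VII there are 2 peaks, at 756614, which is 16 bp from a motif in the sequence CATTCGCGTTACCCGTATCATCA, and at 756843, which has no strict motif within 75 bp.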
